# Protein Stability Buffers the Cost of Translation Attenuation following eIF2α Phosphorylation

**DOI:** 10.1016/j.celrep.2020.108154

**Published:** 2020-09-15

**Authors:** Kim Schneider, Geoffrey Michael Nelson, Joseph Luke Watson, Jörg Morf, Maximillian Dalglish, Laura Martina Luh, Annika Weber, Anne Bertolotti

**Keywords:** translation, integrated stress response, unfolded protein response, stress responses, eIF2α, phosphorylation, ribosomal proteins, evolution

## Abstract

Phosphorylation of the translation initiation factor eIF2α is a rapid and vital response to many forms of stress, including protein-misfolding stress in the endoplasmic reticulum (ER stress). It is believed to cause a general reduction in protein synthesis while enabling translation of few transcripts. Such a reduction of protein synthesis comes with the threat of depleting essential proteins, a risk thought to be mitigated by its transient nature. Here, we find that translation attenuation is not uniform, with cytosolic and mitochondrial ribosomal subunits being prominently downregulated. Translation attenuation of these targets persists after translation recovery. Surprisingly, this occurs without a measurable decrease in ribosomal proteins. Explaining this conundrum, translation attenuation preferentially targets long-lived proteins, a finding not only demonstrated by ribosomal proteins but also observed at a global level. This shows that protein stability buffers the cost of translational attenuation, establishing an evolutionary principle of cellular robustness.

## Highlights

• Translation attenuation following eIF2α phosphorylation is not uniform
• Low translation of downregulated targets persists after global translation recovery
• Translation attenuation following eIF2α phosphorylation favors long-lived proteins
• Protein stability buffers the cost of translational attenuation

## Introduction

Organisms have evolved adaptive mechanisms to survive abrupt changes in their environment. Phosphorylation of the translation initiation factor eIF2α is a rapid and vital response to many forms of stress, including protein-misfolding stress in the endoplasmic reticulum (ER stress) (Harding et al., 2002; Hinnebusch et al., 2016; Pilla et al., 2017; Wek, 2018). It causes a reduction in protein synthesis while enabling translation of few transcripts (Young and Wek, 2016).

eIF2α, eIF2β, and eIF2γ are subunits of the essential trimeric translation initiation factor, eIF2. eIF2-guanosine triphosphate (GTP) brings initiator methionyl tRNA to the 40S ribosomal subunit and other initiation factors to form the 43S preinitiation complex (PIC). The PIC is recruited to the 5′ methylguanine cap of an mRNA and scans the 5′ UTR for an AUG initiation codon (Sonenberg and Hinnebusch, 2009). Following start codon recognition, GTP is hydrolyzed, releasing phosphate and eIF2-guanosine diphosphate (GDP) and allowing binding of the 60S ribosomal subunit and translation elongation to proceed. eIF2-GDP needs to be reactivated into eIF2-GTP to participate in another round of translation initiation, a reaction catalyzed by the guanine nucleotide exchange factor eIF2B. Phosphorylation of eIF2α inhibits eIF2B, thereby reducing translation initiation (Krishnamoorthy et al., 2001). Because the eIF2B complex is limiting in cells relative to eIF2, a small amount of phosphorylated eIF2α has profound consequences (Young and Wek, 2016).

eIF2α phosphorylation is an essential, evolutionarily conserved signaling event: Yeast or mammalian cells harboring a non-phosphorylable eIF2α die in the presence of stress (Dever et al., 1992; Pilla et al., 2017; Scheuner et al., 2001). Importantly, the number of eIF2α kinases and phosphatases has expanded with evolution (Pilla et al., 2017), indicating an evolutionary pressure to not only retain eIF2α phosphorylation but also increase and diversify its use. While yeast have only one eIF2α kinase (GCN2, activated by amino acid shortage), mammals have three additional eIF2α kinases sensing diverse signals: PKR, activated by viral infections; HRI, activated by heme deficiency; and PERK (or PEK), activated by misfolded proteins in the ER (Sonenberg and Hinnebusch, 2009). To maintain homeostatic levels of eIF2α phosphorylation, mammals have two eIF2α phosphatases that antagonize the four eIF2α kinases. These enzymes are split enzymes composed of a common catalytic subunit, the protein phosphatase 1 (PP1c), bound to one of two specific substrate receptors: The stress-inducible PPP1R15A (R15A), or the constitutive PPP1R15B (R15B) (Bertolotti, 2018). The holoenzymes R15A-PP1c and R15B-PP1c are selective for their substrates (Bertolotti, 2018; Carrara et al., 2017; Harding et al., 2009), with R15A-PP1c being particularly important following stress, to ensure rapid translation recovery (Novoa et al., 2003).

The consequences of eIF2α phosphorylation have been well characterized in the context of ER stress. Historically, this response has been monitored using metabolic labeling or polysome profiling (Brostrom and Brostrom, 1998; Brostrom et al., 1995, 1996; Wong et al., 1993). Because ER stress leads to a decreased incorporation of ^35^S-methione and a reduction of polysomes, it has been concluded that eIF2α phosphorylation leads to a global decrease in protein synthesis (Brostrom and Brostrom, 1998; Brostrom et al., 1995, 1996; Wong et al., 1993). A few transcripts have been found to escape translation attenuation upon stress (Young and Wek, 2016). Recent in-depth analyses of the translational changes following eIF2α phosphorylation have revealed how translation recovery is coordinated with transcriptional reprogramming (Guan et al., 2017) and identified a few mRNAs selectively translated when eIF2α is phosphorylated (Sidrauski et al., 2015). However, the interpretation that eIF2α phosphorylation leads to a general, albeit transient, attenuation of translation, with a few exceptions, has been generally adopted since its initial discovery (Brostrom and Brostrom, 1998; Brostrom et al., 1995, 1996; Wong et al., 1993), but not formally examined.

In healthy organisms, a large fraction of the cellular resources is committed to protein synthesis (Buttgereit and Brand, 1995; Rolfe and Brown, 1997). Protein expression levels are thought to be evolutionarily optimized based on two opposing principles: the benefit of having a protein and the cost of making it (Dekel and Alon, 2005). According to this model, a general decrease in protein synthesis following eIF2α phosphorylation comes with the risk of reducing protein abundance below the minimum required to sustain cell viability. How such risk is mitigated is unclear, despite considerable knowledge of the eIF2α signaling pathway (Harding et al., 2002; Hinnebusch et al., 2016; Kaufman, 2004; Pilla et al., 2017; Wek, 2018). Here, we set out to answer this question, performing a global analysis of the translational response to eIF2α phosphorylation *in vivo* following ER stress.

We analyzed the acute response to tunicamycin (Tm) stress *in vivo* and found that translation attenuation is not uniform across all mRNAs but rather preferentially targets cytosolic and mitochondrial ribosomal proteins (RPs). In contrast to the cytosolic RPs that are translationally regulated by mTORC1 (Thoreen et al., 2012), the mitochondrial ribosomal subunits were insensitive to acute treatment with the selective mTORC1 inhibitor Torin1. The decreased translation of mitochondrial RPs upon ER stress was controlled by eIF2α phosphorylation and abrogated in cells unable to phosphorylate eIF2α. Surprisingly, eIF2α-mediated translation attenuation of mitochondrial RPs occurred without measurably decreasing mitochondrial translation or levels of RPs. This happens because translation attenuation preferentially targets long-lived proteins, a finding not only revealed by RPs but also observed at a global level. This work reveals that the cost of translational attenuation has been evolutionarily minimized by preferentially targeting highly stable proteins.

## Results

### The UPR *In Vivo*

As eIF2α phosphorylation integrates diverse environmental cues, we set out to study this signaling event *in vivo* in a physiological context. We used Tm, which blocks N-linked glycosylation, to induce accumulation of misfolded proteins in the ER and analyzed this response in mouse liver (Oyadomari et al., 2008; Yamamoto et al., 2010) (Figure 1A). Tm triggers an ER unfolded protein response (UPR), which in mammals has both a translational component, entirely mediated by eIF2α phosphorylation and a transcriptional component, involving the IRE1 and ATF6 branches (Wang and Kaufman, 2016; Wiseman et al., 2010). 

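Total liver RNA from mice culled 2 h and 4 h after intraperitoneal injection of Tm (0.1 mg/kg), an inhibitor of N-linked glycosylation, and from mice of the 0 h group was sequenced as stranded poly(A) libraries, with 3 libraries per group. The labels name tunicamycin for the 0 h group as well, while the methods call these mice controls, culled at 9 am after the other mice had been injected that morning. A figure legend describes injected mice with livers collected at 0 h and later, while the methods do not say whether the control mice were injected. The 0 h mice serve here as the baseline with no dose assigned. The methods give culling at 10 am for 2 h and noon for 4 h, so the time after injection and the time of day changed together. The authors aligned the reads with TopHat to a transcriptome of GRCm38 and deposited, from Cuffdiff, the fragments counted on each locus in each library, without scaling, beside FPKM values with corrections for fragment bias and for reads that match several places. A locus is a group of overlapping transcripts with a Cufflinks identifier. The files pair these identifiers with no gene names or positions, so values are given per locus, and the transcripts named in the paper were not analysed here. Counted fragments ranged from 10556153 to 17283500 per library at 0 h (median 11282111), from 9788578 to 10909529 at 2 h (median 10597584) and from 11636552 to 12377392 at 4 h (median 12027031). The paper's reported depth is approximately 17 M reads per library. The mean over the 18 libraries used here, the polysomal and 10 h libraries included, was 14.9 M counted fragments. It was 20.3 M over the 6 libraries at 10 h, which the labels place in a second library pool, and 12.2 M over the other 12. The methods describe a single pool. All count values below use the counted fragments. Cuffdiff skipped loci that it marked as holding too much data and listed them at 0, which affected 37 of 39897 loci in at least 1 of the 12 libraries used from this table. Where such loci were counted in other libraries, their median was 231 fragments and the highest value 923792, so some of them were very abundant. These loci were left out, with others that lacked a completed estimate, 54 in all. Log2 CPM (counts scaled to library size) of libraries from 1 time point had Pearson correlations across loci, which are not independent replicates, from 0.977 to 0.990. The 9 libraries were fitted together with edgeR's quasi-likelihood test after TMM normalization, with 1 group per time point and a shared estimate of the spread, over the 12606 loci that passed edgeR's filter on low counts. Loci were called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold, the thresholds that the methods give for Cuffdiff. On counts simulated with the spread fitted to these libraries, the same steps recovered 193 of 200 loci changed by known folds. They called 3 unchanged loci, of 12428 tested. The changed loci were drawn without the least abundant ones and all folds lay past the 2-fold threshold. Recovery at low counts or near the threshold was therefore not measured.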

As expected, Tm injection induced the expression of canonical ER-UPR transcripts such as *Chop*, *Bip*, *Ppp1r15a*, *Atf4*, and *Grp94,* as detected by quantitative PCR (qPCR) analyses and RNA sequencing (RNA-seq) of liver mRNAs (Figures 1B–1D and S1).

**Figure 1:**
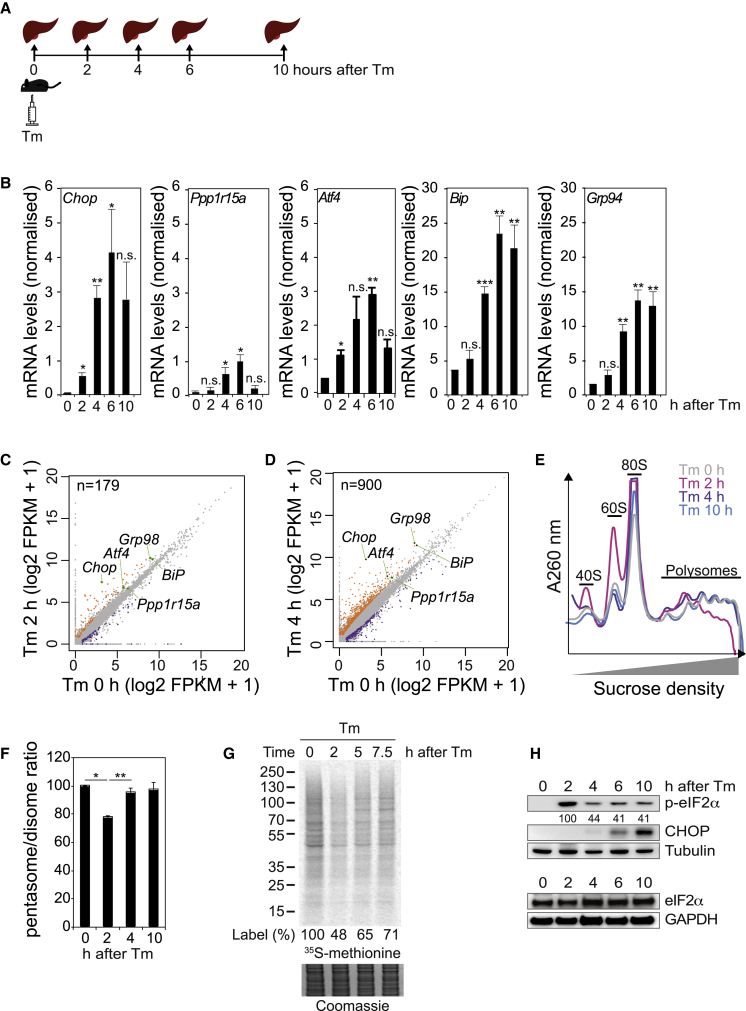
The Transcriptional and Translational UPR Landscape *In Vivo* (A) Overview of the experimental design. Mice (n = 3) were injected intraperitoneally with 0.1 mg/kg tunicamycin (Tm), and livers were collected at 0, 2, 4, 6, and 10 h following injection. (B) *Chop*, *Ppp1r15a*, *Atf4*, *Bip*, and *Grp94* mRNAs expression in mouse livers at the indicated times following Tm injection quantified by qPCR and normalized to cyclophilin. Data are mean ± SEM (n = 3). ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001, as determined by two-way ANOVA. (C) FPKM values from RNA-seq showing the changes in transcript abundance in mouse liver 2 h following Tm injection. Downregulated (purple) and upregulated (orange) mRNAs that passed a 2-fold cut-off. (D) Same as (C), but 4 h following Tm injection. (E) Representative polysome profiles (optical density of the fractions at 260 nm) on 7%–47% sucrose gradients of mouse liver extracts collected after Tm injection for the indicated time. (F) Quantification of polysome profiles such as shown in (E) and represented as a pentasomes (five ribosomes) to disomes (two ribosomes) ratio. Data are mean ± SEM (n = 3). (G) Autoradiogram of [35S]-methionine-labeled proteins in cell lysates resolved by SDS-PAGE after a 10-min labeling pulse of HeLa cells exposed to Tm (2.5 μg/mL) for the indicated times. Lower panel is an image of the InstantBlue-stained gel. (H) Representative immunoblots with indicated antibodies with lysates from mouse livers treated with Tm for the indicated time. See also Figure S1 and Table S1.

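At 2 h after Tm, 50 loci differed in total mRNA from 0 h, 40 of them higher and 10 lower. At an unadjusted p under 0.05 the number was 1491, and 99 loci passed the adjusted p with no minimum fold change. Over all loci tested, the 3 libraries at 2 h lay all above or all below the 3 libraries at 0 h in 2011 (16%), where chance alone gives 10%. Of the alternatives tried, dropping the adjusted p moved the count most, to 248 loci, 120 of them higher and 128 lower. Among those that kept it, testing every locus with at least 1 count did, to 134, 83 of them higher and 51 lower. The excess of higher loci was thus absent without the adjusted p. With each library of the pair of time points left out in turn, from 34 to 62 loci passed.
The largest rise among called loci with a mean of at least 50 counts and no overlap between the time points was at XLOC_032013. Its normalized CPM was 56.0 ± 21.8 (SD, n = 3) at 2 h and 1.34 ± 1.21 (SD, n = 3) at 0 h, where the libraries held from 4 to 25 fragments. The log2 fold change was 5.58 (standard error 0.51, adjusted p = 0.000362 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 4.90 and 6.51 with each library left out. The largest fall by the same rule was at XLOC_027169, from 16.1 ± 6.89 CPM (SD, n = 3) to 4.02 ± 2.2 (SD, n = 3). Its log2 fold change was -1.98 (standard error 0.36, adjusted p = 0.0301 from the same edgeR test). In 3 of the 6 fits that each left out 1 library this fall no longer passed: edgeR's adjusted p was 0.0757 without 1 library at 0 h, and 0.0790 and 0.0754 without either of a pair of libraries at 2 h.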

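At 4 h after Tm, 1078 loci differed in total mRNA from 0 h, 640 of them higher and 438 lower. The number was 3841 with no minimum fold change, and 5108 loci had an unadjusted p under 0.05. The libraries at 4 h and at 0 h did not overlap in 45.4% of all loci tested, against 10% by chance. Scaling by the upper quartile of counts shifted the median log2 change of all loci from -0.02 to -0.15 and gave 499 higher and 619 lower loci, so which direction held more loci depended on the scaling. Leaving out each library in turn gave from 970 to 1116 loci. Of the loci called at 2 h, 41 were also called at 4 h, 38 of them in the same direction. Both comparisons share the 0 h libraries. In 20 simulated sets in which no locus changed at either time point, lists of the same lengths, taken by the smallest p, shared a mean of 24.7 loci (from 18 to 31), of which a mean of 24.6 went the same way.
XLOC_032013 again rose most by the same rule, to 192 ± 56.3 CPM (SD, n = 3). Its log2 fold change against 0 h was 7.36 (standard error 0.51, adjusted p = 1.70e-06 from edgeR's quasi-likelihood test), with a range from 6.68 to 8.29 over the fits that left out 1 library. XLOC_001822 fell most, from 18.8 ± 9.00 CPM (SD, n = 3) to 0.681 ± 0.337 (SD, n = 3). Its log2 fold change was -4.74 (standard error 0.90, adjusted p = 0.00195 from the same edgeR test) and ranged from -5.23 to -4.31 with each library left out. At 2 h its libraries held 0.952, 25.6 and 13.4 CPM.

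**Figure D1:**
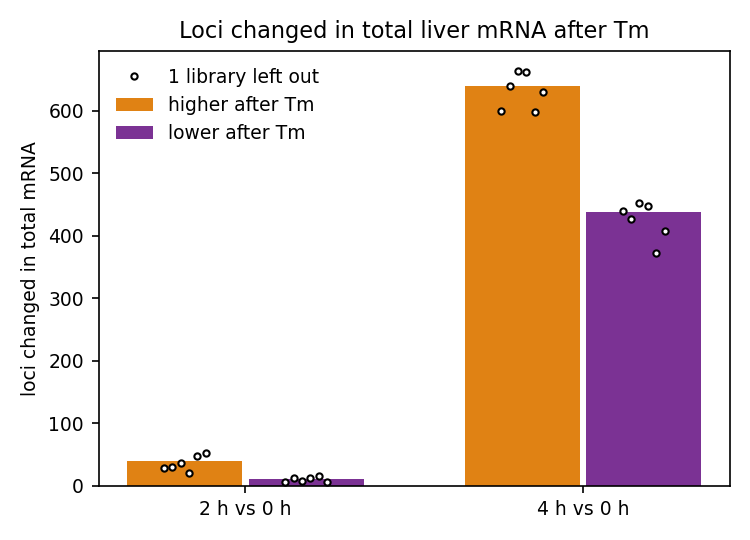
Number of loci called higher (orange) or lower (purple) in total liver mRNA at 2 h and at 4 h after Tm against 0 h. Bars give the counts from all libraries (40 and 10 at 2 h, 640 and 438 at 4 h), and each point the count with 1 library left out.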

Having captured the transcription-wide baseline and stress-induced alterations, we next analyzed translational changes. Before stress, a typical polysome profile was observed with a clear separation of 40S, 60S, and 80S ribosomes and an abundance of polysomes in the heavy fractions, attesting high translation rates (Figures 1E and 1F). Attenuation of translation, manifested by a decrease in polysomes and an increase in monosomes (Figures 1E and 1F), was observed 2 h after injection of Tm. Translation attenuation was transient and recovery coincided with eIF2α dephosphorylation (Figures 1E–1H). The kinetics of translation attenuation and recovery was similar to that observed in cell culture (Figure 1G) and by Harding et al. (2000b), with translation recovery concurring with production of stress proteins, such as CHOP, observed following eIF2α dephosphorylation (Figure 1H).

The translationally regulated ER stress mRNAs *Atf4* and *Ppp1r15a* were enriched in the polysomal fractions upon Tm treatment, as expected (Young and Wek, 2016), but this increase was associated with an increase in mRNA abundance (Figures 2A and 2B). The regulation of ATF4 has been so far described to be primarily translational (Harding et al., 2000a). Whilst *Atf4* mRNA was enriched in heavy polysome fractions after stress, as expected, indicating a high translation activity (Figure 2A), we were intrigued to observe a large increase in *Atf4* mRNA following stress (Figures 1B–1D and 2B). In fact, the transcriptional induction of *Atf4* was already evident in the first study linking ATF4 to stress (Harding et al., 2000a). However, it has remained so far uncharacterized, an interesting topic for future studies.

**Figure 2:**
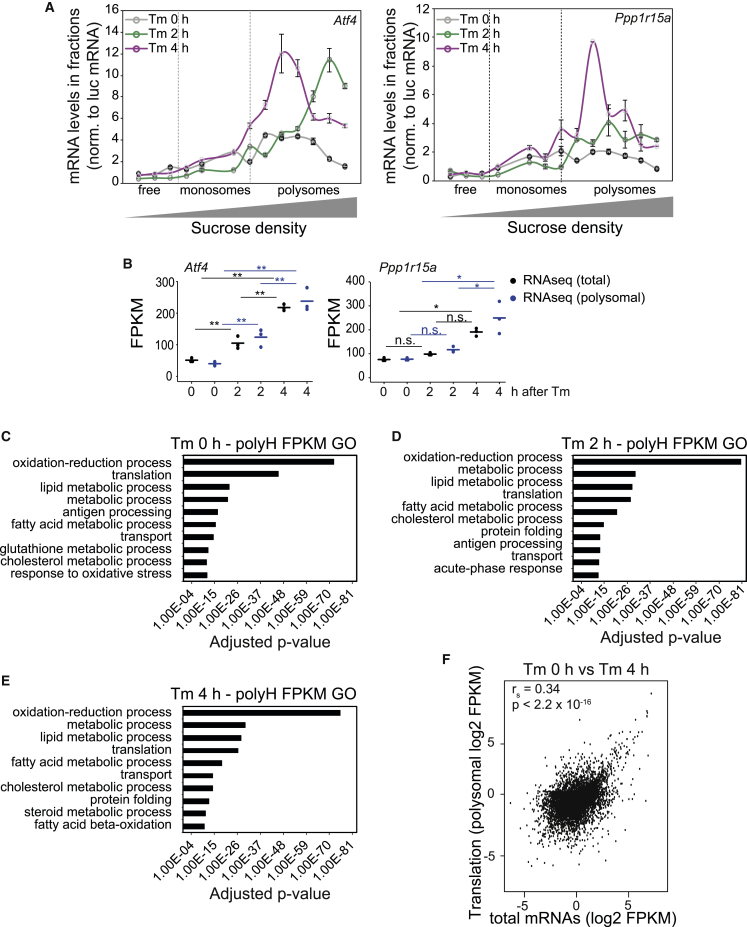
Global Changes in Polysomal mRNAs following ER Stress (A) *Atf4* and *Ppp1r15a* mRNA abundance across polysomal fractions at 2 and 4 h following Tm injection assessed by qPCR. Representative results of at least three independent experiments are shown. Data are mean ± SEM (n = 3). (B) Total (RNA-seq) or polysomal (RNApoly) FPKM values for *Atf4* and *Ppp1r15a* at the indicated times after Tm injection. ^∗^p < 0.05 and ^∗∗^p < 0.001, as assessed by an unpaired Student’s t test. (C) Top 10 Gene Ontology terms ranked by adjusted p value of polysomal-associated transcripts (FPKM >50) before ER stress. (D) Same as (C), but 2 h following Tm injection. (E) Same as (C), but 4 h following Tm injection. (F) Correlation between transcriptional changes (RNA-seq of total mRNAs, 2-fold cut-off) and polysome-association (RNA-seq of polysomal mRNAs) on the 900 Tm stress regulated mRNAs 4 h following Tm injection (r^s^ denotes Spearman correlation coefficient).

To gain insights into the nature of the translational changes, we then performed a polysome profiling analysis. This method was selected because it is believed to enable detection of a general decrease in translation of all mRNAs, as well as selective changes. Ribosome profiling has revolutionized studies in translation by revealing the activity of individual ribosomes (Ingolia et al., 2013). However, it is not believed to be an ideal method for assessing global decreases of translation (Ingolia et al., 2013). 

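Heavy polysomal RNA is the RNA recovered from the pooled sucrose gradient fractions in which mRNAs carry more than 3 ribosomes. The labels list 2 heavy polysomal libraries at 0 h, 2 at 2 h, 3 at 4 h and 3 at 10 h, and the 10 h libraries belong to a second library pool together with 3 total RNA libraries. The deposited tables hold 3 read groups for the polysomal RNA at 0 h and at 2 h and do not say which are the 2 listed libraries. For these time points only the authors' mean of the group was used, with no test. Counted fragments ranged from 12843966 to 13726378 per polysomal library at 4 h (median 13371835), from 10797931 to 25533603 per polysomal library at 10 h (median 19461637) and from 17341660 to 26869564 per total library at 10 h (median 22053120). To make each group mean, the authors' Cuffdiff run divided the fragments by library size factors set across all libraries of the table and averaged the read groups. This scaling sets every library to a common level, so that a change common to all mRNAs is not visible and each change is relative to the other mRNAs.
The polysomal over total ratio of a locus was taken as the log2 of its polysomal group mean plus a pseudocount of 1 minus the log2 of its total group mean plus 1, at 0 h, 2 h and 4 h. A change in translational efficiency is the difference of this ratio from 0 h. Ratios were computed for the 9373 loci with a mean of at least 50 scaled counts over the 6 groups and a complete estimate in every library used, and a locus was listed as lower or higher when the ratio changed by at least 1.5-fold. When 200 loci were lowered 2-fold in groups simulated with the spread of the real libraries, 189 were listed as lower, together with 140 unchanged loci. The table of the second pool holds 47174 loci under numbers of its own, so the loci of the 10 h libraries were not joined with those of the other time points.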

We thus performed a global analysis of polysome mRNA contents by RNA-seq of high-density polysomal fractions (containing more than three ribosomes) and ranked mRNA abundance under basal versus stress conditions. Gene Ontology (GO) enrichment analysis of the most abundant mRNAs in polysomal fractions identified two noticeable stress-induced changes: a decreased prominence of mRNAs involved in translation (Figures 2C–2E) and the appearance of mRNAs encoding protein folding in the top 10 list of GO terms (Figures 2C–2E). 

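At 4 h, where both kinds of RNA have 3 libraries with counts of their own, the FPKM of a total and of a polysomal library had Spearman correlations across loci from 0.913 to 0.933 over the 9 pairs of libraries. For pairs within the total or within the polysomal libraries the correlations ranged from 0.936 to 0.951, so every cross pair was lower than every pair of replicates. They cover the 10580 loci with a mean FPKM of at least 1 in both groups, and loci are not independent replicates. The polysomal and total counts at 4 h differed in 569 of 12575 loci by the test used for total mRNA, in an unpaired fit, 169 higher and 400 lower in polysomes, and the number ranged from 455 to 627 with 1 library left out.
Changes at 4 h against 0 h were compared in the authors' means. Over the 691 loci that were called in total mRNA and reached the minimum mean count, the Spearman correlation across loci between the changes in total and in polysomal mRNA was 0.914, and all 691 changed in the same direction in both. Leaving out each total library and each polysomal 4 h library in turn gave correlations from 0.901 to 0.915. Over every locus with a ratio, the choice that moved the correlation most, it was 0.751.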

Overall, transcript abundance (total FPKM) and translation activity defined by FPKM value in heavy polysomes were partly correlated (Figure 2F).

### Translation Attenuation by eIF2α Phosphorylation Is Not Uniform

To specifically identify relative stress-induced changes in translational efficiency without the confounding effect of transcriptional changes, we focused on the acute Tm response (before large transcriptional changes) and analyzed the RNA-seq results by anota2seq (analysis of translation activity), a software package designed to correct for changes in mRNA levels (Larsson et al., 2011; Oertlin et al., 2019). 

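Between 0 h and 2 h, the log2 changes of the authors' means had an SD across loci of 0.285 in total mRNA and of 0.512 in heavy polysomal mRNA. The spread between single libraries gives an SD of 0.192 for a difference of 2 means of 3 libraries with no change. A change of at least 2-fold was seen in 92 loci of total mRNA and in 417 loci of polysomal mRNA, 174 of them higher and 243 lower. With a threshold of 1.5-fold, the alternative that moved these counts most, they were 350 and 2246, and 1210 of the polysomal loci were then higher and 1036 lower. With a minimum mean of 10 scaled counts, 273 polysomal loci were higher and 282 lower at 2-fold, so the direction with more loci depended on the threshold. Across all loci with a ratio, the total and polysomal changes at 2 h had a Spearman correlation of 0.365. Between 0 h and 4 h, the corresponding SDs were 0.619 in total and 0.718 in polysomal mRNA, and 695 loci of total mRNA and 1076 of polysomal mRNA changed at least 2-fold. No test was made on these means. The 3 read groups of polysomal mRNA at 0 h and at 2 h are not tied to the 2 listed libraries and were not used one by one. The paper turns to the response at 2 h because it precedes large transcriptional changes.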

At 2 h, eIF2α phosphorylation was high (Figure 1H) and the ER stress response was largely translational (Figures 1C, 1E, and 3A), providing an ideal time point for this study. As previously reported, chronic stress involves coordination of transcriptional and translational reprogramming (Guan et al., 2017). 

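By the change in polysomal over total mRNA in the authors' means, 961 loci were lower at 2 h after Tm than at 0 h and 751 were lower at 4 h. In 100 simulated sets no ratio changed. Each simulated group had 3 libraries drawn independently, as many as the read groups in the authors' means, although the labels list 2 for polysomal RNA at 0 h and 2 h. Their spread came from the total libraries and the polysomal 4 h libraries, so a wider spread of polysomal RNA at 0 h or 2 h is not covered. In these sets a mean of 145 loci were lower at 2 h (at most 173) and at most 164 at 4 h. When the simulated libraries also carried the length trends seen between single libraries, at most 265 were lower at 2 h and at most 329 at 4 h. Leaving out each total library and each polysomal 4 h library in turn gave from 887 to 1091 lower loci at 2 h and from 648 to 992 at 4 h. The alternative that moved the count at 2 h by the largest factor was a threshold of 2-fold, which gave 194, and a threshold of 1.2-fold gave 2464. Total mRNA changed by less than 1.5-fold at 2 h in 95.7% of the lower loci. The length of a locus relative to the median locus, estimated from its fragments and FPKM, had a median of 0.349 in the loci lower at 2 h, and with the trend of the change with length removed, 265 loci were lower at 2 h and 223 at 4 h.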

The anota2seq analysis of the acute ER stress response revealed that 1,621 and 1,033 mRNAs were translationally downregulated at 2 and 4 h following Tm, respectively (Figures 3A and 3B). The anota2seq algorithm also identified subsets of “upregulated” mRNAs (1,924 at 2 h and 698 at 4 h following Tm), which represent the mRNAs most resistant to Tm-induced translational attenuation (Figures 3A and 3B). 

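The ratio of polysomal over total mRNA was higher in 863 loci at 2 h and in 319 loci at 4 h. In the simulated sets without a change, at most 172 loci were higher at 2 h and at most 173 at 4 h. With the length trends of single libraries added, at most 286 were higher at 2 h and at most 449 at 4 h, and 1 of the 100 sets reached the observed number at 4 h. With each total library and each polysomal 4 h library left out in turn, from 814 to 1038 loci were higher at 2 h and from 270 to 547 at 4 h, where the highest number came without read group 2 of the polysomal 4 h libraries. Moving the median change of all loci to 0 gave 712 higher loci at 2 h and 206 at 4 h, with 1104 and 899 lower loci. A minimum mean of 10 scaled counts gave 1324 and 658 higher loci. Since the scaling sets all libraries to a common level, a higher ratio is a rise relative to the other loci and does not show a rise in the mRNA bound to polysomes per cell. The median relative length of the loci higher at 2 h was 1.27.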

GO analysis of the downregulated mRNAs showed an enrichment of mRNAs encoding both cytoplasmic and mitochondrial translation components (Figure S2). In contrast, GO analysis of the mRNA resistant to Tm-induced translational downregulation revealed an enrichment for “ER stress,” “metabolism-related functions,” and “protein degradation” (Figure S2), with a high number of ubiquitin ligases (Figure S3). The persistence of translation of such mRNAs could contribute to resolving stress. The results of this analysis were validated for a subset of transcripts by qPCR of polysomal fractions (Figures 3C and 3D). We next examined mRNA abundance for these transcripts and found that their abundance was not measurably altered at 2 h after stress (Figure S4), confirming that these transcripts were translationally, but not transcriptionally, regulated at this time point. Thus, the global analyses of Tm-stress-induced changes presented here reveals that the translational downregulation following Tm is not as uniform as anticipated.

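The log2 changes in the ratio of polysomal over total mRNA had an SD across loci of 0.456 at 2 h and of 0.388 at 4 h, against a mean of 0.264 at 2 h in the simulated sets in which no ratio changed. With the length trends of single libraries added to these sets, the SD was at most 0.304 at 2 h and 0.349 at 4 h. At 2 h, the 5th and 95th percentiles of the change were -0.79 and 0.70, and at 4 h they were -0.72 and 0.53. The median change was 0.04 at 2 h and 0.06 at 4 h on the authors' scaling. From the down- and upregulated mRNAs in its anota2seq analysis, the paper concludes that translation was not lowered alike for all mRNAs.

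**Figure D2:**
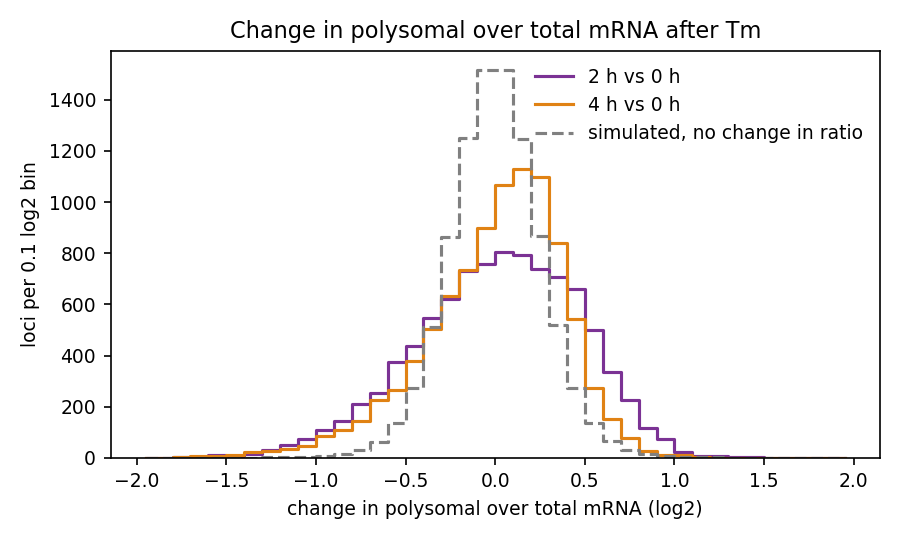
Number of loci per log2 bin of 0.1 in the change of polysomal over total mRNA at 2 h (purple) and at 4 h (orange) after Tm against 0 h, and the mean of 100 simulated sets without a change in the ratio (dashed). The observed changes spread wider than the simulated ones, with SDs of 0.456 and 0.388 against 0.264.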

**Figure 3:**
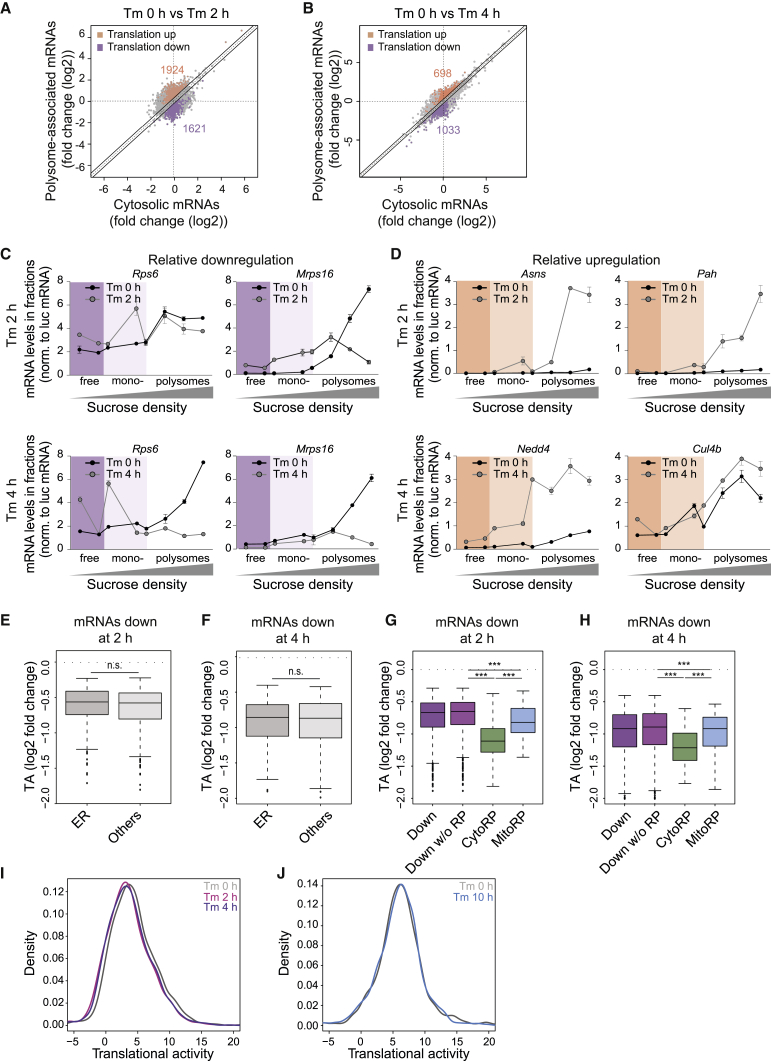
Global Changes in the Translatome upon Acute ER Stress (A) Scatterplot of fold changes (Tm 2 h versus 0 h) as determined by anota2seq using total or polysome-associated mRNAs. Transcripts with changes in translational efficiency are shown in orange (up) or purple (down). (B) Same as (A), but for Tm 4 h versus 0 h. (C) *Rps6* and *Mrps16* mRNA abundances across the polysomal fractions at 2 and 4 h following Tm injection quantified by qPCR. (D) Same as (C), with *Asns* and *Pah* mRNAs at 2 h and *Nedd4* and *Cul4b* mRNAs at 4 h following Tm injection. In (C) and (D), representative results of three independent experiments are shown; data are mean ± SEM (n = 3). (E) Boxplot of translation activities as determined by anota2seq of mRNAs downregulated at 2 h following Tm. The group of proteins synthetized at the ER were defined by Jan et al. (2014). (F) Same as (E) but at 4 h following Tm. (G) Boxplot of translation activities as determined by anota2seq of all mRNAs downregulated (Down), all mRNAs downregulated excluding the mRNAs encoding for the RPs (Down w/o RP), cytosolic RP mRNAs (CytoRP), and mitochondrial RP mRNAs (MitoRP), respectively, at 2 h following Tm. (H) Same as (G), but 4 h following Tm. (I) Density plot of translational activities of mRNAs downregulated at 2 h following Tm and represented at 0, 2, and 4 h following Tm. (J) Same as (I), but with translational activities of downregulated mRNAs at 2 h represented at 0 and 10 h following Tm. ^∗∗∗^p < 0.001, as determined by an unpaired Wilcoxon test. See also Figures S2–S5.

We next asked whether mRNAs encoding proteins translated at the ER were enriched in the downregulated group. An initial model rationalizing on the benefit of the PERK-mediated translation attenuation following ER stress proposed that one purpose of this pathway might be to reduce the load of clients (Ron and Harding, 2012). A proximity-specific ribosome profiling approach had previously identified proteins translated at the ER (Jan et al., 2014). We found that mRNAs encoding ER-translated proteins were not enriched in the pool of mRNAs downregulated by Tm (Figures 3E and 3F). This result demonstrates that although stress signaling was elicited in the ER, translation attenuation following eIF2α phosphorylation did not favor ER-translated proteins.

We next analyzed translation attenuation in more depth. 2 h after Tm, the most significant enriched GO category in the downregulated pool was “translation” (Table S1), including nearly all cytosolic and most mitochondrial RPs (Figure S5). Although cytosolic and mitochondrial RPs were prominently downregulated, they represented only ∼10% of the downregulated proteins. 

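The loci lower in polysomal over total mRNA at 2 h were followed to 4 h in the authors' means. Their median log2 ratio was 0.66 at 0 h, -0.13 at 2 h and 0.02 at 4 h, so that the median change was -0.78 at 2 h and -0.66 (SD 0.32 across loci) at 4 h. At 4 h the ratio was below its 0 h value in 958 of these loci (99.7%), and 590 of them were again lower by the same threshold. Both changes are taken against the same 0 h groups. In the simulated sets without a change, a mean of 87.8% of the loci listed as lower at 2 h were below their 0 h value at 4 h, and at most 94.9% when the sets carried length trends. With the trend of the change with length removed from the real changes the share was 93.6%, inside the range of the simulated sets, where the highest without such trends was 94.0%. The sharing alone also gave a median change of -0.36 at 4 h in the loci listed as lower at 2 h and an overlap of at most 46 loci, or 84 with the length trends of single libraries added. The median change at 4 h stayed between -0.77 and -0.57 with each total library and each polysomal 4 h library left out in turn. No polysomal library at 0 h or 2 h was left out.
The 10 h libraries could not be used to follow these loci, since their table numbers its loci separately. Between the 3 polysomal and the 3 total libraries at 10 h, the test used at 4 h called 0 of 13195 loci, and 911 had an unadjusted p under 0.05. The biological coefficient of variation that the test estimated was 0.354 at 10 h and 0.144 at 4 h. DESeq2 called 70 loci at 10 h. With each library left out in turn the edgeR count remained 0. When 1 polysomal and 1 total library were left out together, a choice made after the results were seen, the coefficient ranged from 0.178 to 0.438 over the 9 such pairs and the count from 0 to 966. The lowest coefficient and the highest count were both for polysomal read group 0 and total read group 1, so the 0 loci of the full set do not hold without this pair of libraries. The fit was unpaired, as at 4 h, since the read group numbers at 10 h did not tell which total and polysomal libraries share a liver.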

While translation recovery manifested 2 h after stress (Figures 1E–1G), concomitantly to eIF2α dephosphorylation (Figure 1H), translation of the translationally downregulated mRNAs remained attenuated at 4 h, with their recovery completed at 10 h following Tm (Figures 3G–3J and S5). This was surprising, because it demonstrates that the translationally downregulated targets remain so for longer than anticipated and also suggests that the recovery of global translation activity at 4 h was not mediated by increasing translation of the attenuated mRNAs but probably contributed by increased translation of stress genes, in line with other studies (Guan et al., 2017; Novoa et al., 2003). The finding that translation attenuation of eIF2α targets persists for a prolonged period of time, beyond the point where translation recovery is observed at the global level, was unanticipated.

### eIF2α Phosphorylation Selectively Regulates Translation of Mitochondrial RPs

To investigate translation attenuation in more depth, we then focused on the RPs as a representative set of targets (Figures 3G and 3H). It is well established that cytosolic RPs are positively regulated by mTORC1 (Albert and Hall, 2015; Guan et al., 2014), but the regulation of mitochondrial RPs is unclear. Thus, we next examined if mTORC1 regulates translation of mitochondrial RPs. The translation of a subset of mitochondrial RPs was reported to be attenuated after a 12-h treatment with the dual mTORC1/C2 inhibitor PP242 (Morita et al., 2013). However, unlike their cytoplasmic counterparts, the mRNAs encoding mitochondrial RPs were found to be insensitive to an acute treatment with the selective mTORC1 inhibitor Torin1 in a dataset analyzed from a previous study (Figure 4A) (Thoreen et al., 2012), a finding confirmed here (Figure S6). This indicated that mitochondrial RPs are not directly regulated by mTORC1 during acute ER stress. Thus, we next asked whether they were regulated by eIF2α. In cells unable to phosphorylate eIF2α, which do not attenuate translation in response to stress (Scheuner et al., 2001) (Figure 4B), the translation downregulation of mitochondrial RPs by Tm was eliminated (Figure 4C). This establishes that the translation downregulation of mitochondrial RPs is under the control of eIF2α, an unanticipated finding. These proteins provide an ideal group to elucidate the features of the translation attenuation triggered by eIF2α.

**Figure 4:**
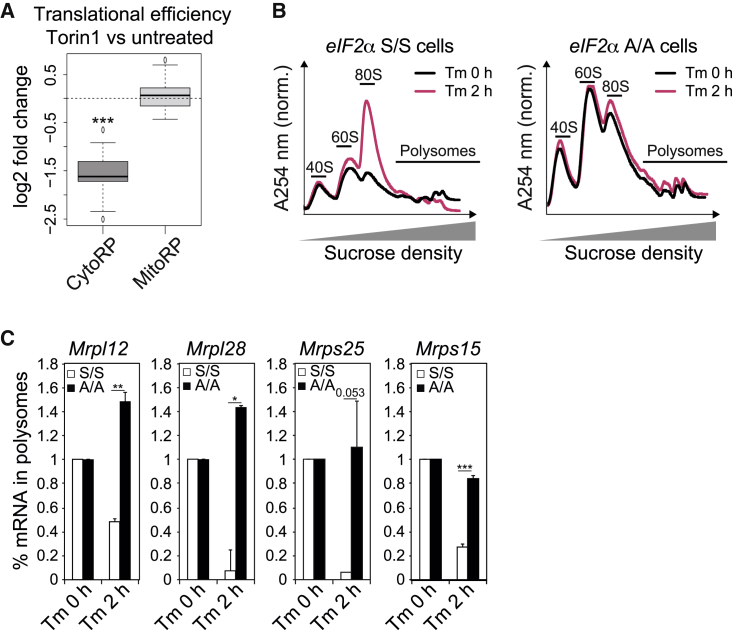
eIF2α Phosphorylation Attenuates Translation of Mitochondrial RPs (A) Boxplots of Torin1-induced changes in translation efficiency for all mRNAs encoding CytoRPs and MitoRPs analyzed from Thoreen et al. (2012). ^∗∗∗^p < 0.001, as determined by an unpaired Wilcoxon test. (B) Representative polysome profiles from *eIF2α* S/S and *eIF2α* A/A MEFs at 0 and 2 h following treatment with 2.5 μg/mL Tm. (C) *Mrpl12*, *Mrpl28*, *Mrps25*, and *Mrps15* mRNA abundance from heavy polysomal fractions (more than three ribosomes) shown in (B) assessed by qPCR. ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001, as determined by an unpaired Student t test. Representative results of at least three independent experiments are shown. Data are mean ± SEM (n = 3). See also Figure S6.

### 5′ Untranslated mRNA Regions (UTRs) Are Sufficient for Translation Attenuation

We next asked how this selective translational attenuation was achieved. Knowing that the presence of upstream open reading frames (uORF) confers resistance to translation attenuation to ∼10 mRNAs following eIF2α phosphorylation (Andreev et al., 2015; Hinnebusch, 2014; Young and Wek, 2016), we examined uORF content at the global level in the translationally regulated mRNAs, exploiting a systematic analyses of uORF in vertebrates (Johnstone et al., 2016). We found that at a global level, downregulated mRNAs had a lower uORF content (∼0.5 in average) than mRNAs resistant to translational attenuation (Figure 5A). This raised the possibility that the 5′ UTRs of the translationally downregulated mRNAs might be important for this regulation. To test this hypothesis, we took advantage of a reporter system developed by Andreev and colleagues to study the mRNAs resistant to translation attenuation mediated by eIF2α phosphorylation (Andreev et al., 2015). We generated reporters containing 5′ UTR regions of the most translationally downregulated mRNAs identified in this study upstream of a firefly luciferase coding region. Capped and polyadenylated reporter mRNAs were prepared and transfected in mouse embryonic fibroblast (MEF) cells. We found that the reporters with the 5′ UTR regions of *Atp5d*, *Rps15*, *Rps15a*, *Rps18*, *Mrps28*, *Mrps33*, *Rps24*, and *Rpl35* were translationally downregulated 2 h after Tm treatment (Figure 5B), unlike the reporter with the 5′ UTR of ATF4, which was resistant to eIF2α phosphorylation (Figure 5B), as expected (Andreev et al., 2015). While the absence of uORFs in the 5′ UTR was a prevalent feature of the downregulated mRNAs at a global level (Figure 5A), the presence of one or two uORFs was insufficient to abolish translation attenuation of Rps24 and Rpl35 (Figure 5B). The same observation was made in NIH 3T3 cells, another mouse cell line (Figure S7). Importantly, translation attenuation of the responsive reporters was abolished in MEFs incompetent for eIF2α phosphorylation (Figure 5C). This establishes that translation attenuation was recapitulated on reporters harboring the 5′ UTR regions of translationally downregulated mRNAs.

**Figure 5:**
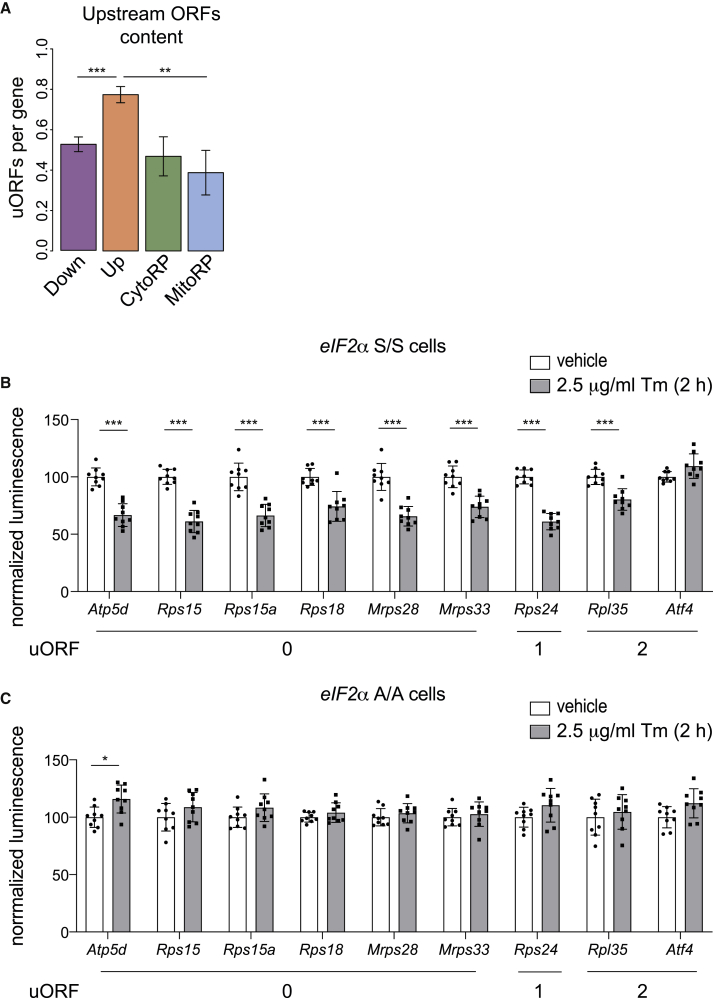
5′ UTRs Are Sufficient to Provide Translation Attenuation following eIF2α Phosphorylation (A) Upstream open reading frame (uORF) content in translationally down- or upregulated (Down or Up) mRNAs, and all 79 CytoRP mRNAs and all 82 MitoRP mRNAs 2 h following Tm injection. uORF content in mRNAs was analyzed from Johnstone et al. (2016). ^∗∗^p < 0.01 and ^∗∗∗^p < 0.001 as determine by an unpaired Wilcoxon test. (B) Firefly luciferase activity in wild-type MEF cells (*eIF2α* S/S) transfected with reporter mRNAs containing the 5′ UTRs of indicated mRNAs and treated with either vehicle or 2.5 μg/mL Tm. Firefly luciferase activity was normalized against a transfection control (see STAR Methods for details) and vehicle-treated cells. Statistical analysis was carried out in Prism 8 using two-way ANOVA. (C) Same as in (B), but in MEFs cells harboring an unphosphorylable eIF2α (*eIF2α* A/A). Data in (B) and (C) are mean ± SEM (n = 9; three technical replicates in three independent experiments). See also Figure S7.

### Translationally Downregulated mRNAs Encode for Particularly Stable Proteins

Mutations in genes encoding RPs are deleterious, with dysfunction of both cytosolic and mitochondrial RPs being associated with severe human disorders (De Silva et al., 2015; Mills and Green, 2017). A preferential decrease in translation of such essential proteins seems surprising, because it comes with a risk of compromising cell viability. Knowing that phosphorylation of eIF2α is an evolutionarily conserved response to stress, we reasoned that mechanisms ought to exist to safeguard against this threat. To shed light on this problem, we next aimed at measuring the cost resulting from decreasing translation of these essential proteins. We measured translation in the mitochondria, because the mitochondrial translation machinery is entirely distinct from the cytosolic one (O’Brien, 2003) and because we have shown that mitochondrial RPs are pure eIF2α targets, unlike cytosolic ones, which are known mTORC1 targets (Figures 4A, 4C, and S6). We used a sensitive method to specifically measure mitochondrial translation by metabolic labeling under conditions where cytoplasmic translation was inhibited with emetine (Grollman, 1968). As expected, chloramphenicol, a known inhibitor of mitochondrial translation (Bulkley et al., 2010; Münch and Harper, 2016), robustly decreased mitochondrial translation (Figure 6A). In contrast, Tm did not affect mitochondrial translation (Figure 6A). This shows that the decreased translation of mitochondrial RPs revealed here by the anota2seq analysis (Figures 3G, 3H, and S5) occurs without measurable functional consequences.

**Figure 6:**
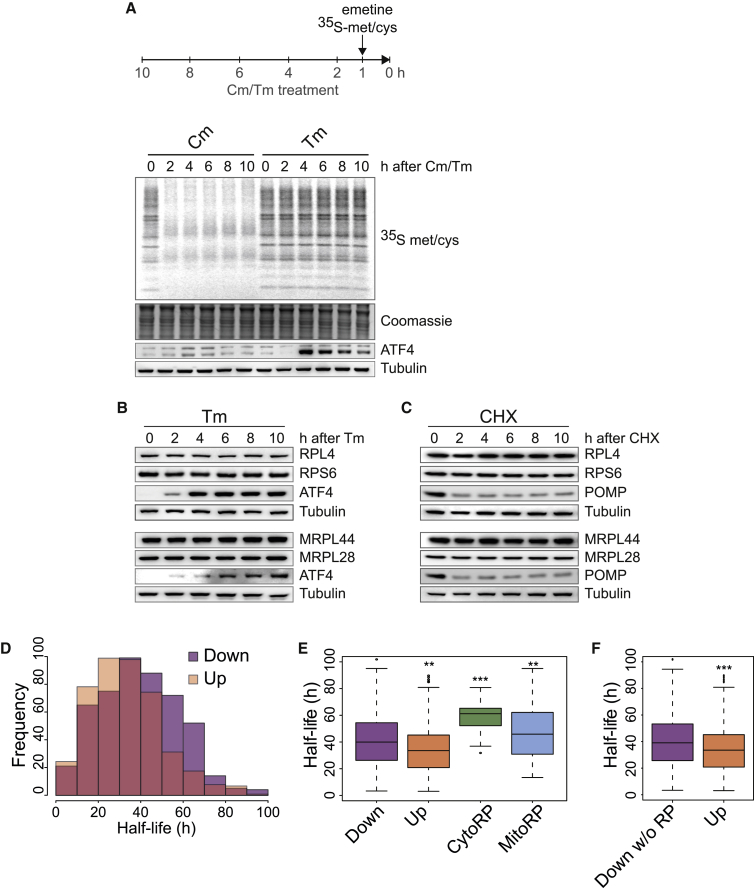
Translationally Downregulated Proteins following eIF2α Phosphorylation Are Long-Lived (A) Experimental design (top panel) to measure mitochondrial translation. ^35^S methionine/cysteine incorporation into newly translated mitochondrial proteins (encoded by mtDNA) following chloramphenicol (Cm; 50 μg/mL) or Tm (2.5 μg/mL) treatment of HEK293T cells for the indicated times. Cytoplasmic translation was inhibited using emetine (100 μg/mL). ATF4 was used as a positive control for the Tm treatment. Representative results of at least three independent experiments are shown. (B) Representative immunoblots showing the abundance of RPL4, RPS6, MRPL44, MRPL28, ATF4, and tubulin proteins at the indicated times after treatment of HeLa cells with 2.5 μg/mL Tm. ATF4 was used as a positive control for the Tm treatment. (C) Same as (B), but following 20 μg/mL cycloheximide (CHX) treatment. POMP (a short-lived protein) was used as a control for the CHX treatment. (D) Histogram showing the distribution of protein half-lives encoded by translationally down- or upregulated mRNAs (Down or Up) at 2 h following Tm injection. (E) Boxplot of half-lives of proteins encoded by the translationally down- or upregulated mRNAs (Down or Up), all 79 CytoRPs, or all 82 MitoRPs at 2 h following Tm injection. (F) Same as (E), but with exclusion of the RPs (Down w/o RPs). In (E) and (F), protein half-lives were analyzed from Sandoval et al. (2013). ^∗∗^p < 0.01 and ^∗∗∗^p < 0.001, as determined by an unpaired Wilcoxon test. See also Figures S8 and S9.

To elucidate the molecular basis of this conundrum, we next measured the steady-state abundance of a subset of RPs during translation attenuation. We observed that the translational downregulation of RPL4, RPS6, MRPL44, and MRPL28 occurred without measurable changes in their abundance (Figure 6B). This result is consistent with the finding that mitochondrial translation appeared unaffected by Tm treatment (Figure 6A). This reveals that translation attenuation did not result in a significant depletion of the targeted proteins. We do not rule out that the abundance of the translationally downregulated proteins decreases upon stress, but the decrease is below the detection levels of the analyses. This implies that translation attenuation occurs at minimal costs.

To elucidate the mechanism accounting for this puzzling observation, we measured the stability of the RPs. Cytosolic RPs are thought to have long half-lives (Nikolov et al., 1987). Confirming this notion, cytosolic RPs were stable over a 10 h block of protein synthesis using cycloheximide (Figure 6C). Likewise, mitochondrial RPs were also stable over 10 h (Figure 6C). In contrast, the levels of the short-lived protein POMP (Heink et al., 2005) were markedly decreased after 2-h cycloheximide treatment (Figure 6C), confirming the efficacy of the cycloheximide treatment.

These results suggested that translation attenuation following eIF2α phosphorylation might have evolved to preferentially target stable proteins, in order to minimize the cost of this stress response. To test this model, we compared how protein stability partitioned in our different datasets on a global scale using experimentally determined half-lives of mouse proteins (Sandoval et al., 2013). Remarkably, while protein half-lives in the two groups span from below 10 h to 100 h, we found that the proteins whose translation decreased after 2 h of Tm treatment were, as a group, significantly more stable than those resistant to translational attenuation (Figures 6D and 6E). These results were confirmed when using a different dataset of protein half-lives (Schwanhäusser et al., 2013) (Figure S8). Within the downregulated group, both cytoplasmic and mitochondrial RPs had the longest half-lives (Figure 6E). The findings that the translationally downregulated group encode for more stable proteins than the resistant ones remained significant upon exclusion of the RPs (Figure 6F), confirming that long half-life is a feature common to the entire group of downregulated proteins.

Importantly, we also found that the downregulated mRNAs encoded for more stable proteins when analyzing a ribosome profiling dataset where Tm was used to induce ER stress in HEK293T cells (Sidrauski et al., 2015) (Figures S9A and S9B). This feature was also observed upon analysis of a ribosome profiling data studying early response to arsenite (Andreev et al., 2015), another eIF2α stressor (Figures S9C and S9D). The long half-lives of proteins encoded by downregulated mRNAs remained significant in both studies even after exclusion of the ribosomal RPs from the analysis (Figure S9). This shows that at a global level and in multiple studies, with different stressors and different methods used to measure translation, the translation attenuation resulting from eIF2α phosphorylation preferentially targets mRNAs encoding for long-lived proteins. It could be interesting to compare this response at the single mRNA level in side-by-side experiments in the future.

## Discussion

Here, we show that the translation attenuation following eIF2α phosphorylation is not uniform across all coding transcripts but preferentially affects mRNAs encoding long-lived proteins. As a result, the benefit of translation attenuation occurs at minimal cost, because it is mitigated by the stability of the targeted proteins. This reveals an additional component of the mechanism and evolutionary design of adaptation to ER stress.

The eIF2α-mediated attenuation of protein synthesis is a vital response to ER stress. Indeed, cells lacking eIF2α kinase PERK die when exposed to ER stress (Harding et al., 2000b). Likewise, cells harboring an unphosphorylable allele of eIF2α also fail to attenuate translation and die when exposed to stress (Scheuner et al., 2001). Abrogation of this adaptive translation attenuation in mice, through either the lack of eIF2α kinase PERK or a phosphorylable eIF2α, causes neonatal mortality (Harding et al., 2001; Scheuner et al., 2001). Similarly, in humans, loss of PERK function causes the rare, autosomal-recessive Wolcott-Rallison syndrome with neonatal to infancy onset and death before adulthood (Delépine et al., 2000). Thus, there is a large and consistent body of evidence establishing the vital importance of eIF2α-mediated translation attenuation for cell and organismal survival. However, there is equally abundant evidence establishing that general translation inhibitors such as cycloheximide are extremely toxic in cells and *in vivo* (Godchaux et al., 1967; McKeehan and Hardesty, 1969).

One vital feature of stress responses is their transient nature (Lamech and Haynes, 2015). The deleterious consequences of a persistent attenuation of translation are safeguarded by the two eIF2α phosphatases. Supporting this, the lack of the two eIF2α phosphatases is incompatible with life in mice (Harding et al., 2009), and a hypomorphic allele of R15B was also found deleterious in humans (Abdulkarim et al., 2015; Kernohan et al., 2015). We were surprised to find here that the mRNAs translationally downregulated 4 h following Tm treatment remained downregulated after translation recovery was manifest in the polysomal fractions (Figures 3I and 1E–1H). This implies that the recovery of translation observed at the global level, concomitant to eIF2α dephosphorylation, is actually not a recovery per se but most probably contributed by the increased translation of transcriptionally induced mRNAs. Thus, the translation attenuation of target mRNAs persists for longer than previously anticipated.

One of the proposed benefits of the translation attenuation response to ER stress was a reduction of the load of ER clients (Harding et al., 2002). Curiously, we find no enrichment for proteins synthesized at the ER in the pool of eIF2α-downregulated targets (Figures 3E and 3F). In light of the proposed ER-specific output of PERK-induced translational attenuation, this result may seem surprising. However, when considered in a broader context, it is a plausible result. Indeed, eIF2α phosphorylation is a common signaling event induced by one of four kinases (GCN2, PERK, HRI, and PKR), only one of which (PERK) is ER localized. The four ISR kinases evolved from a single eukaryotic ancestor, GCN2. In yeast, the cytosolic GCN2 responds to amino acid limitation by phosphorylating eIF2α (Wek, 2018), thereby reducing translation as well as the consumption of amino acids. PERK evolved with metazoan, and although PERK is an ER-transmembrane protein, its effector function, phosphorylation of eIF2α, is cytosolic. From this evolutionary perspective, the downregulation of translation following eIF2α phosphorylation evolved with no specificity for targets synthetized at the ER. Another mechanism has been proposed to reduce the flux of proteins in the ER during stress that consists of releasing mRNAs from the site of translation at the ER (Reid et al., 2014).

With a global analysis of translation attenuation following eIF2α phosphorylation *in vivo*, we found here that this stress response does not result in a uniform decrease of translation of all transcripts but preferentially targets some. Importantly, we observed that the transient stress-induced decreased translation of these targets occurs without measurably decreasing their abundance. Thus, the benefits of translation attenuation are achieved by reducing the production, but not the abundance, of the targeted proteins. Because protein synthesis is one of the most energy-consuming process, an immediate benefit to translation attenuation might be to spare energy. In addition, translation attenuation spares the consumption of amino acids, as well as protein quality control components (chaperones, proteasome) that are otherwise engaged with newly synthetized proteins. Attenuating translation of highly expressed proteins enables a significant effect on global translational activity with relatively small effects at the level of individual targets, an efficient way to reduce the cost of this stress response.

Our analysis shows that protein stability is a common property of the targets of translation attenuation following eIF2α phosphorylation, a feature that applies at a global level. Importantly, the same features were observed in different studies with different eIF2α stressors. This reveals that the translation attenuation mediated by eIF2α preferentially targets stable proteins, a design probably evolutionarily selected to minimize the cost of this adaptive response.

Protein abundance is thought to have been evolutionarily optimized to avoid wasting energy in producing excessive amounts (Dekel and Alon, 2005). Yet, a narrow match between an organism and its environment would restrict fitness to a limited set of conditions and compromise survival upon sudden changes. The observed decreased translation of some proteins at no measurable cost implies that these proteins may be synthesized above minimal requirements in unstressed conditions to provide a buffer for abrupt changes in conditions (Figure 7A). It is not known at present whether the proteins translated above the minimally required amount are degraded or if they are present above minimal requirements. It is, however, important to note other examples supporting the notion that protein abundance might be set above the minimal amount required to sustain viability. A recent theoretical study in bacteria also provides evidence for the existence of a spare capacity in ribosomes (Korem Kohanim et al., 2018). This comes at the cost of slower growth but enables rapid growth after an upshift in nutrients (Korem Kohanim et al., 2018). A similar principle of a spare capacity applies to the proteasome, with only ∼20% of proteasome complexes found engaged in substrate processing under nonstressed conditions (Asano et al., 2015). This indicates that there might be as much as 80% of proteasomes free under basal conditions (Asano et al., 2015). If we consider the cost of producing and assembling a large multisubunit complex such as the proteasome (Rousseau and Bertolotti, 2018), there ought to have been selective evolutionary pressure to produce five times more than what is used under optimal conditions.

**Figure 7:**
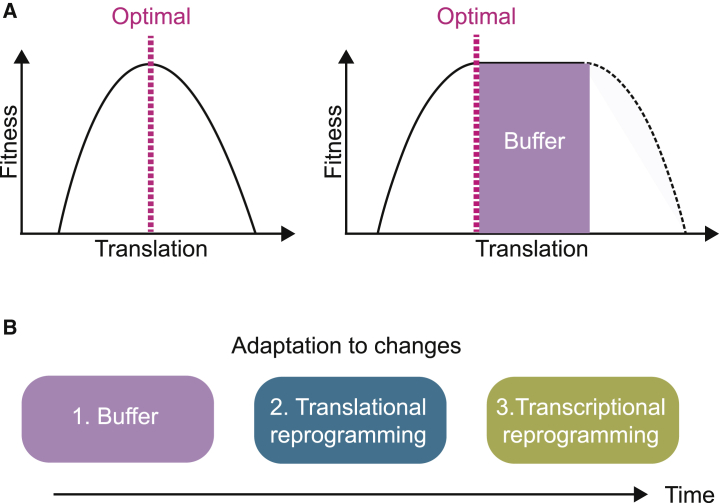
A Spare Capacity as an Immediately Available Buffer to Adapt to Changes (A) A proposed model for rules governing protein translation rates. We propose that the rate of protein translation is set at higher levels than what is minimally required in order to provide a buffering capacity. (B) The ER stress response is a three-tier system. A spare buffering capacity in cellular components provide immediate resources to buffer changes before translational and transcriptional reprogramming.

The following theory emerges from these examples and the present study: there might be a selective advantage to set protein translation at higher levels than what is minimally required in order to provide an immediately available buffer to rapidly adapt to abrupt changes in conditions (Figure 6A). Thus, in addition to the well-established translational and transcriptional changes that evolved to protect against ER stress, we suggest here an additional component to this adaptive response. We propose that the ER stress response is a three-tier system. The first tier is a spare buffering capacity in critical cellular components to provide an immediately available pool of resources to buffer changes instantaneously. The second tier is translation attenuation, a rapid, but not immediate, adaptive mechanism (Figures 1E–1G). The third mechanism, taking longer to implement, consists in transcriptional changes (Figure 1D and 7B).

This model leads to the following theory: protein translation and abundance of cellular components have been evolutionarily tuned by a tradeoff between optimality and adaptability. The abundance of proteins ought to be determined by not only the cost-benefit principle but also the selective pressure to keep a spare capacity to enable rapid adaptation to changes. This theory might be relevant to a broad range of biological systems.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal CHOP	Thermo Fisher Scientific	MA1-250, RRID:AB_2292611
Mouse monoclonal p-eIF2α	Thermo Fisher Scientific	44-728G, RRID:AB_2533736
Mouse monoclonal tubulin	Sigma-Aldrich	T5168, RRID:AB_477579
Rabbit polyclonal MRPL44	Proteintech	16394-1-AP, RRID:AB_2146062
Rabbit monoclonal MRPL28	Abcam	ab126719, RRID:AB_11133067
Rabbit polyclonal RPL4	Proteintech	11302-1-AP, RRID:AB_2181909
Rabbit monoclonal RPS6	Cell Signaling	2217S, RRID:AB_331355
Rabbit monoclonal HSPC014	Abcam	ab170865
Rabbit monoclonal phospho-S6 ribosomal protein	Cell Signaling	4856S, RRID:AB_2181037
Mouse monoclonal ATF4	Santa Cruz Biotechnology	sc-390063, RRID:AB_2810998

**Chemicals, Peptides, and Recombinant Proteins**		

Tunicamycin	Sigma-Aldrich	T7765-5MG
Cycloheximide	Sigma-Aldrich	Cat#C7698
SYBR green	ThermoFisher Scientific	Cat#44-729-08
Luciferase RNA	Promega	L4561
SuperScript II	ThermoFisher Scientific	18064014
SuperScript IV	ThermoFisher Scientific	18091050

**Critical Commercial Assays**		

RNeasy Mini Kit	QIAGEN	Cat#74104
iScript™ cDNA Synthesis Kit	Biorad	1708890
TruSeq Stranded mRNA Library Prep Kit	Illumina	20020595
RiboMAX™ Large Scale RNA Production Kit	Promega	P1300
Dual-Luciferase Reporter Assay System	Promega	E1910

**Cells**		

HEK293T. Sex undetermined.	ATCC	CRL-3216
MEF cells: *eIF2α* S/S. Sex undetermined.	Scheuner et al., 2001	N/A
MEF cells: *eIF2α* A/A. Sex undetermined.	Scheuner et al., 2001	N/A
NIH 3T3 cells	ATCC	LGC Standards Teddington, UK

**Experimental Models: Organisms/Strains**		

C57BL/6J	The Jackson Laboratory	Cat#000664

**Oligonucleotides**		

Oligonucleotides	Sigma-Aldrich	Table S2

**Software and Algorithms**		

GraphPad Prism 7	GraphPad Software	https://www.graphpad.com/scientific-software/prism/
R studio	R Studio	https://rstudio.com/products/rstudio/
Cytoscape	Cytoscape	https://cytoscape.org/
PlotDigitizer	PlotDigitizer	https://sourceforge.net/projects/plotdigitizer/
Biocomp gradient station software	Biocomp	N/A
TopHat v2.0.13	Kim et al., 2013	N/A
Cufflinks suite v2.2.1	Trapnell et al., 2012	N/A
Cuffdiff	Trapnell et al., 2012	N/A
anota2seq v1.0.0	Oertlin et al., 2019	N/A
gplots (v3.0.1)	R Studio	N/A
DAVID	DAVID bioinformatics Resources 6.8	https://david.ncifcrf.gov/home.jsp

**Data deposition**		

Sequencing data	NCBI Gene Expression Omnibus	GSE156335

### Resource Availability

#### Lead Contact

Further information and requests for reagents should be directed to and will be fulfilled by the Lead Contact, Anne Bertolotti ().

#### Materials Availability

This study did not generate new unique reagents.

#### Data and Code Availability

The accession number for the sequencing data reported in this paper is GEO: GSE156335.

### Experimental Model and Subject Details

#### Animal Procedure

##### Ethical statement on mouse studies

All animal care and procedures were performed in compliance with the regulation on the use of Animals in Research (UK Animals Scientific Procedures Act of 1986 and the EU Directive 2010/63/EU) under the project license number 70/7956 and with approval from the LMB Animal Welfare and Ethical Review committee.

##### Housing and husbandry of experimental animals

All experimental animals were housed and cared according to the Home Office Code of Practice for the Housing and Care of Animals used in Scientific Procedures. In this study, the ARRIVE guidelines have been followed (Kilkenny et al., 2012). Experimental mice were kept in specific pathogen free ventilated cages (Tecniplast GM500, Techniplast) on Lignocel FS14 spruce bedding (IPS, Ltd.) and Enviro-Dri nesting material (LBS) at 19-23°C with 12 hours light dark cycle with light from 7.00 am to 7.00 pm. Animals were fed with Dietex CRM pellets (Special Diet Services) with free access on food and water.

For the tunicamycin (Tm) experiment, 15 5-week-old C57BL/6 (The Jackson Laboratory) males were used. Males were weaned at 3-4 weeks of ages and 2 to 3 animals were caged together. Mice were injected intraperitoneally (IP) with 0.1 mg/kg Tm (Sigma-Aldrich) at 8 am. The day before injection, animals were weighted, and average weight was used to calculate the volume of Tm injected. Mice were culled at 10 am (2 hours), noon (4 hours), 2 pm (6 hours) and 6 pm (10 hours) hours by cervical dislocation, respectively, and livers were collected. The control mice (0 hours) were culled at 9 am.

#### Cell lines

HeLa, HEK293T and NIH 3T3 cells were cultured in Dulbecco’s Modified Eagle’s Media (DMEM, ThermoFisher Scientific) supplemented with penicillin, streptomycin, and glutamine (Pen Step Glu, ThermoFisher Scientific) and 10% fetal bovine serum (FBS, ThermoFisher Scientific). *eIF2α* S/S and *eIF2α* A/A MEFs cells were cultures in DMEM supplemented with Pen Strep Glu, 55 μM β-mercaptoethanol, 1 X non-essential amino acids (ThermoFisher Scientific) and 10% FBS. All mammalian cell lines were grown in a humidified incubator with 5% CO_2_ at 37°C.

### Method Details

#### Polysome purification

##### From liver

Livers were collected form C57BL/6 animals at the indicated times and directly flash frozen in liquid nitrogen. For polysome analysis, 0.25 g of liver were homogenized in 500 μL of lysis buffer containing 20 mM HEPES pH 7.6, 250 mM NaCl, 10 mM MgCl_2_, 10 mM DTT (Sigma-Aldrich), 20 μg/ml cycloheximide (Sigma-Aldrich), 2.5 μl/ml RNase inhibitor (RNasin ® Ribonuclease Inhibitors, Promega), protease inhibitor cocktails (Roche Life Science) and phosphatase inhibitor tablets (PhosSTOP, Roche Life Science). The homogenates were centrifuged 10 minutes at 9,500 g and 4°C to remove the cellular debris and 1 mg/ml heparin (Sigma-Aldrich), 0.5% Na deoxycholate, and 0.5% Triton X-100 were added to the supernatant. Cells were lysed by passing extracts 10 times through 27-gauge syringe needles. 50 mg of lysates were deposited in a 36 mL 7%–47% sucrose gradient containing 20 mM HEPES pH 7.6, 100 mM KCl, 5 mM MgCl_2_ and 1 mM DTT. Gradients were centrifuged for 4 hours 30 minutes at 140,000 g and 4°C and divided in 1.5 mL fractions using a peristaltic pump. Optical density of the fractions was continuously measured at 260 nm to establish polysomal profiles. Polysomal profiles were digitalized using the PlotDigitizer software (https://sourceforge.net/projects/plotdigitizer/).

##### From cells

Cells were seeded in 15 cm dishes (1 × 10^5^ cells/ml) and cultured overnight (1 dish of HeLa cells; 4 dishes of *eIF2α* S/S or A/A cells per condition). When indicated, cells were treated with 250 nM of Torin1 (Tocris Bioscience), DMSO or 2.5 μg/ml Tm for 2 hours, prior to polysome analysis. Cells were then incubated 5 minutes with 100 μg/ml of cycloheximide (CHX, Sigma-Aldrich), washed twice with ice-cold PBS containing 100 μg/ml of cycloheximide (PBS + CHX) and harvested in 10 mL of PBS + CHX. Cells were then spun for 5 minutes at 200 g and 4°C and resuspended in 425 μL of hypotonic buffer (5 mM Tris-HCl pH 7.5, 2.5 mM MgCl_2_, 1.5 mM KCl, 1 x protease inhibitor cocktail EDTA free (Roche Life Science), 2.5 μL of 20 μg/ml CHX, 1 μL of 1M DTT, 100 U RNase inhibitor (RNasin® Ribonuclease Inhibitors, Promega)). After vortexing the samples for 5 s, 25 μL of 10% Triton X-100 and 25 μL of 10% sodium deoxycholate were added. The samples were then vortexed again for 5 s and centrifuged 7 minutes at 16,000 g and 4°C. 10% of the lysate was kept for determination of cytosolic steady-state mRNA levels and 430 μL were loaded in a 5%–50% sucrose gradient. The gradient was centrifuged at 36,000 g at 4°C for 2 hours and sampled using the Biocomp gradient station (Biocomp) with constant monitoring of optical density at 254 nm.

#### RNA isolation

##### From liver

Total RNAs were isolated from 0.01 g of liver using the RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instruction. For the isolation of the polysomal RNAs, the ‘heavy’ polysomal fractions (more than 3 ribosomes) were pooled and RNAs were precipitated in three volumes of 100% ethanol overnight at −20°C. The following day, RNAs were extracted using the RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. To allow quantification of RNAs from polysomal fractions, 200 ng of Luciferase RNA was spiked in to every fraction prior to precipitation when indicated (Luciferase control RNA, Promega).

##### From cells

Heavy polysomal fractions as well as input mRNAs were precipitated overnight in three volumes of 100% ethanol and mRNAs were isolated the following morning using the RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions.

#### Quantitative RT-PCR

cDNAs were synthesized using the SuperscriptIV reverse transcriptase (ThermoFisher Scientific) according to the manufacturer’s instructions. Transcript abundance was determined by quantitative PCR (qPCR) using SYBR Green PCR mix (ThermoFisher Scientific) in a Corbett Rotor Gene 6000 instrument (QIAGEN). Relative mRNA levels were calculated on the basis of 2CT and normalized to Cyclophilin B, Luciferase mRNA and/or total mRNA levels as indicated. The primers used for qPCRs analyses are listed in the Table S2.

#### RNA-seq

2 μg and 0.5 μg of total and polysomal RNAs, respectively, were used to prepare sequencing libraries using the TruSeq Stranded mRNA Library Prep Kit (Illumina) according to the manufacturer’s instructions. All total and polysomal libraries were multiplexed into a single pool which was sequenced across 6 lanes, all on the same flow cell, on an Illumina HiSeq 2500. On average, each library generated approximately 17 million single-end 50 bp reads.

#### RNA-seq analysis

##### Transcript quantification and differential expression

TopHat v2.0.13 (Kim et al., 2013) was used (–no-coverage-search,–library-type fr-firststrand) to align reads to a transcriptome index built from the mouse reference genome GRCm38. Transcript abundances and differentially expressed mRNAs were determined by the Cufflinks suite v2.2.1 (Trapnell et al., 2012) (–library-type fr-firststrand,–frag-bias-correct,–multi-read-correct). Differentially expressed mRNAs were identified, via Cuffdiff (Trapnell et al., 2012), as those with a *q*-value < 0.05 and a fold change > = 2.

##### Translational efficiency analysis using anota2seq

Raw fragment counts for total and polysomal individual replicates were used as input to the anota2seq (v1.0.0) R package (Oertlin et al., 2019). Counts were normalized using the “TMM-log2” method via the anota2seqDataSetFromMatrix function. The resulting anota2seqDataSet object was then provided as input to the anota2seqRun wrapper function which was run using default parameters. mRNAs with significant changes in translational efficiency across conditions were determined using default thresholds within anota2seq. One of these thresholds includes the maximum *p-value* (maxPAdj), adjusted for multiple testing via Benjamini-Hochberg correction, which was set to 0.15, as in previous anota analyses (Larsson et al., 2012; Oertlin et al., 2019). Also, the Random Variance Model was applied (useRVM = TRUE).

Cytosolic versus polysome-associated mRNA fold change plots were generated using the anota2seqPlotFC function. The heatmap.2 function belonging to the gplots (v3.0.1) R package was used to produce the translational efficiency heatmaps.

#### Gene ontology enrichment analysis

Sets of mRNAs of interest were analyzed using the gene ontology online tool DAVID (http://david.abcc.ncifcrf.gov/home.jsp). In order to cluster the related gene ontology categories, we use the enrichment map function in Cytoscape as in Merico et al. (2010). The input for the enrichment maps were the GOTERM_BP_FAT from DAVID, with the default Benjamini correction. The node size corresponds to the number of genes present under a given GO category. The bigger the node is, the more genes are falling under a giver GO category. The connectors between the nodes represent the overlap in genes between two GO categories. The broader the connectors are, the more genes are shared between two categories. Clusters of functionally related GO terms were automatically assigned by the software and highlighted.

#### Computational analysis of already published datasets

In Figures 3E and 3F, the proteins synthesized at the ER were defined based on a proximity-specific ribosome profiling dataset from Jan et al. (2014). ER proteins and others were mapped to our anota2seq data, and compared by nonparametric Wilcoxon test.

In Figure 4A, data were accessed from Thoreen et al. (2012). mRNAs with a 1.5 fold decrease in translational efficiency upon Torin-1 treatment were deemed translationally downregulated. This gene list was analyzed to assess mTOR-dependent and independent translational effects on mRNAs encoding ribosomal proteins.

In Figures 6D–6F, data were accessed from Sandoval et al. (2013), emanating from vehicle-treated mouse collecting duct cells (https://hpcwebapps.cit.nih.gov/ESBL/Database/ProteinHalfLives/index.html). Proteins with a robustly measured half-life (present in 3 or more samples) were identified. The results from this analysis were compared to our anota2seq analysis.

In Figure S8, data were accessed from Table S3 of Schwanhäusser et al. (2013), and protein half-lives, measured in mouse fibroblasts.

In Figures S9*A* and *S9B*, data from untreated and tunicamycin treated HEK293T cells (Sidrauski et al., 2015) were downloaded from the Gene Expression Omnibus (GSE65778). Expression levels were analyzed using DEseq2 (Love et al., 2014). mRNAs that underwent a significant up- or downregulation at the total translational level (p < 0.05) were mapped to half-life data generated in human cells (Ly et al., 2018), for genes where half-life data were available. Data were compared by nonparametric Wilcoxon test.

In Figures S9C and *S9D*, data generated in HEK293T cells were downloaded from Andreev et al. (2015) and the 300 most downregulated and the 300 least downregulated mRNAs, identified by ribosome profiling, were taken for downstream analysis. mRNAs for which half-life information was available were mapped to half-life data generated in human cells (Ly et al., 2018) and compared by nonparametric Wilcoxon test.

#### Upstream ORF analysis

Per-gene 5′UTR ORF frequencies, made available in a mouse-specific dataset (Johnstone et al., 2016), were contrasted for selected gene lists. These frequencies specifically included upstream ORFs (uORFs) and overlapping ORFs (oORFs), as annotated by the earlier study (Bazzini et al., 2014).

#### Luciferase reporter assay

##### Plasmid constructs

5′UTRs were amplified from cDNA generated with the iScript cDNA synthesis kit (Biorad) using total RNA isolated from mouse brain as template (for primer sequences see Table S2). The DNA fragments were cloned into pGL3 (Stoneley et al., 1998) using the restriction sites SpeI and NcoI (NEB), except for the 5′UTR of *Mrps28* cloned using EcoRI and NcoI and the one of *Atf4* using SpeI and EcoRI. Very short 5′UTRs were inserted into pGL3 directly using annealed forward and reverse primers (*Rps15*, *Rps15a* and *Rps18*).

##### mRNA preparation

mRNA preparation was performed as described by Andreev et al. (2015). Briefly, DNA templates for RNA production were obtained by PCR of pGL3 constructs (containing the 5'UTR of interest) using an universal forward primer binding upstream of the SpeI site and carrying the T7 promoter (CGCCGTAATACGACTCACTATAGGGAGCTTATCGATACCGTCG) and an universal reverse primer containing a stretch of 50 nucleotides of thymidine providing a poly-A tail to the mRNA (50TAACTTGTTTATTGCAGCTTATAATGG). PCR products were purified and used as templates for *in vitro* RNA transcription using the T7 RNA polymerase (RiboMAX™ Large Scale RNA Production Kit, Promega). For m7G-capping of the RNA constructs, 3′-O-Me-m7GpppG (ARCA cap analog, NEB) was added to the reaction. Capped RNA constructs were purified with the RNeasy Mini Kit (QIAGEN). mRNAs integrity was examined by agarose gel electrophoresis.

##### Transfection of mRNA constructs and detection of bioluminescence

Cells were plated in 24-well plates the day before transfection in order to reach a final confluency between 70 to 80% (in triplicates for every condition). Cells were transfected with a mixture of 0.2 μg capped mRNA and a fluorescein-labeled dsRNA oligomer used as transfection control (BLOCK-iT Fluorescence Oligo, ThermoFisher scientific, final concentration in well: 100 nM) using Lipofectamin 2000 (Invitrogen). One hour after transfection, cells were treated with either 2.5 μg/mL tunicamycin or vehicle for two hours. Cells were harvested using the Dual Luciferase Assay kit (Promega) and lysates transferred in 96-well plates. mRNAs luminescence was analyzed using a PHERAstar FSX plate reader (BMG Labtech) followed by fluorescence measurements of fluorescein-labeled dsRNA oligomer (tranfection control). The luminescence data for each well was normalized with the corresponding fluorescence signal from the transfection control. To be able to compare independent experiments, the average vehicle luminescence signal of each mRNA was set to 100. Experiments were performed in triplicate.

#### Immunoblots

##### From liver

10 mg of liver were lysed in 1 mL of RIPA buffer (1 mM EDTA, 50 mM Tris pH 7.4, 0.25% DOC, 0.1% SDS, 50 mM NaCl, 1% NP40, phosphatase inhibitor tablets (PhosSTOP, Roche Life Science), protease inhibitor cocktail (Roche Life Science) and 1 mM DTT). Extracts were centrifuged 30 minutes at 14,000 rpm and 4°C. Supernatants were collected and further diluted 1/20 in RIPA buffer. 50 μL of 4 times loading buffer (100 mM Tris pH 6.8, 20% glycerol, 4% SDS, 0.1% bromophenol blue and 200 mM DTT) was added to every 100 μL of extracts and 10 μL of extract were loaded on a 4%–12% Bolt Bis-Tris Plus gel (ThermoFisher Scientific).

##### From cells

HeLa cells or 293T cells were seeded in 12-well plate (2 × 10^5^ cells/ml) 24 hours before each experiment. Immediately after the indicated treatments, cells were lysed using 120 μL of 2 x loading buffer (50 mM Tris pH 6.8, 10% glycerol, 2% SDS, 0.05% bromophenol blue and 100 mM DTT), boiled at 95°C for 5 minutes and sonicated. 10 μL of extract were loaded on a 4%–12% Bolt Bis-Tris Plus gel (ThermoFisher Scientific).

Immunoblots were visualized using the Biorad ChemiDoc™ touch imaging system (Biorad).

The following antibodies were used: CHOP (Thermo Fisher Scientific, MA1-250, 1/500 dilution), p-eIF2α (ThermoFisher Scientific, 44-728G, 1/1000 dilution), tubulin (Sigma-Aldrich, T5168, 1/2000 dilution), MRPL44 (Proteintech, 16394-1-AP, 1/1000 dilution), MRPL28 (Abcam, ab126719, 1/1000 dilution), RPL4 (Proteintech, 11302-1-AP, 1/1000 dilution), RPS6 (Cell Signaling, 2217S, 1/1000 dilution), HSPC014 (Abcam, ab170865, 1/1000 dilution) phospho-S6 ribosomal protein (Cell Signaling, 4856S, 1/1000 dilution) and ATF4 (Santa Cruz Biotechnology, sc-390063, 1/1000 dilution).

#### Mitochondrial translation

Following the indicated treatments, 293T cells were incubated for 20 minutes in 90% methionine/cysteine-free DMEM (ThermoFisher Scientific) complemented with 5% dialyzed serum and 2 mM L-glutamine. Cells were then incubated for 1 hour in the same medium in the presence of 100 μg/ml emetine (Sigma-Aldrich) to inhibit cytoplasmic translation and 100 μCi/ml ^35^S-labeled methionine/cysteine (EasyTag, PerkinElmer). Lysates were resolved on a 12% Bolt Bis-Tris Plus gel (ThermoFisher Scientific) and analyzed by autoradiography.

#### Assessment of translation rates

To assess translation rates, ^35^S labeling of cells was performed as previously described (Krzyzosiak et al., 2018). Briefly, HeLa cells were plated (1x10^5^ cells/ well) in 12-well plates the day prior to treatment. Cells were treated with 2.5 μg/mL Tunicamycin (Tm), incubated at 37°C for the indicated times and then labeled with 100 μCi/mL ^35^S-methionine (Hartmann Analytic) for 10 min at 37°C. Labeled cells were washes twice with ice-cold PBS and harvested in Laemmli Buffer. Samples were boiled at 95°C for 10 min, sonicated, and resolved on 4-12% Bolt Bis-Tris Plus gels (ThermoFisher Scientific). After staining with InstantBlue (Expedeon), the gels were pre-treated with a solution of 20% ethanol, 7% acetic acid and 4% glycerol for 10 min and dried on a filter paper using a gel dryer. ^35^S labeling was assessed using the Storage Phosphor Screen (GE Healthcare) and analyzed by phosphor-imaging using a Typhoon Imager Scanner (GE Healthcare). Lanes were quantified using ImageJ software.

### Quantification and Statistical Analysis

Sample size for each experiment was estimated based on previous studies. For assessment of the effect of Tm *in vivo*, 3 animals per time points have been used (n = 3). For all cell experiments, a minimal of 3 biological replicates have been performed.

The statistical comparisons were carried out either in GraphPad Prism 7 or in R Studio using unpaired two-tailed Student t test or two-way ANOVA. For samples non-normally distributed, a Wilcoxon test was used. To assess whether two datasets were correlated, we used the Spearman correlation coefficient. All statistical methods and significant differences used are stated in the corresponding figures. Differences were considered as statistically significant at p values below 0.05.

The cut-offs used for all RNaseq experiments (including anota2seq analysis) are described in details in the corresponding method sections.

For the gene ontology analyses, the default Benjamini correction (from DAVID) was used.

All the data are represented as mean ± SEM except for polysomal traces, western blots and ^35^S met/cyst labeling experiments where one representative result of at least three independent experiment is shown.

No samples, mouse or data points were excluded from the analyses.

How the deposited data were processed for this re-analysis (not part of the article)

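Total RNA and heavy polysomal RNA (more than 3 ribosomes) of mouse liver were sequenced at 2 h, 4 h and 10 h after injection of Tm (0.1 mg/kg), and in a 0 h group. The methods call the 0 h mice controls, and the labels list them with tunicamycin. A figure legend describes injected mice with livers collected at 0 h and later, while the methods do not say whether the controls were injected. The labels list 22 samples: 3 total RNA libraries at each time point, 2 polysomal libraries at 0 h and at 2 h, and 3 at 4 h and at 10 h. The 10 h libraries form a second library pool with tables of its own.

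The authors aligned single-end reads with TopHat to a transcriptome of GRCm38 and ran Cuffdiff of the Cufflinks suite with corrections for fragment bias and for reads that match several places; the paper's text does not name the annotation release. From this run the authors deposited, for each locus and read group, the raw count of fragments and its FPKM, neither averaged over replicates. The authors also deposited a group mean for each locus, a signal made by dividing fragment counts by library size factors set across all libraries of the table and averaging the read groups. Loci that Cuffdiff marked as holding too much data are skipped and listed at 0 in these files. The values were checked for this: every skipped locus had 0 fragments and 0 FPKM. The tables of the first pool hold 39897 loci and those of the second 47174, under separate numbers and without gene names, coordinates or other identifiers.

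Counts of 18 libraries were used, 12 from the first pool and 6 from the second. The depth was from 9788578 to 26869564 counted fragments per library, with a mean of 14.9 M. In all, 99 read groups were not used: 69 of the 81 in the first table and 30 of the 36 in the second. They belong to groups that are not among the labelled samples, or to polysomal RNA at 0 h and 2 h, where the tables hold 3 read groups and the labels 2 libraries. For these time points, and for each change in the ratio of polysomal over total mRNA, the authors' group means were used, 6 of 27 in the first pool and 2 of 12 in the second. In each pool, 54 loci without a complete estimate in a library used were left out.

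Counts were tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr, and the quasi-likelihood test with Benjamini-Hochberg adjustment, at an adjusted p under 0.05 and a change of at least 2-fold. Total mRNA at 0 h, 2 h and 4 h was fitted in 1 model of 9 libraries. Polysomal and total mRNA at 4 h, and the same pair at 10 h, were each fitted in a model of 6 libraries without pairing. At 4 h the total and polysomal libraries with the same read group number deviated together from their group means, with correlations across loci from 0.293 to 0.343 against -0.231 to -0.0979 for other numbers, so these numbers pair the libraries, and the paired fit is among the alternatives; at 10 h they did not. No test was made between tables, which were normalized separately. The alternatives were DESeq2 1.42.0, upper-quartile normalization, all loci with at least 1 count, loci with at least 10 counts in every library, a fit of the compared time points alone, no minimum fold change, a 2-fold change with no adjusted p, skipped loci kept at 0, the read group number as a replicate block, and each library left out. The steps were first tested on simulated data with 200 changed loci, of which edgeR recovered 96.5% and DESeq2 97.0%. These loci were drawn without the least abundant ones, and all their folds lay past the 2-fold threshold. In another simulated set of 200 changed loci, a shift tied to the read group number was added to part of the loci. There edgeR recovered 70% without the replicate block and 98% with it. Since the shift was built in, this shows only that the block removes such a shift, not that the real libraries carry one. To give the overlap between the comparisons at 2 h and at 4 h that the shared 0 h libraries cause, 20 sets without a change were drawn from the fitted means and dispersions of the 9 libraries, and lists as long as the real ones were taken by the smallest p.

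Changes in polysomal over total mRNA were computed from the group means with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 as differences of log2(mean + 1), over 9373 loci with a mean of at least 50, with a threshold of 1.5-fold. The design had an edgeR interaction test over 16 libraries for these changes and a test for polysomal mRNA between time points. Neither was run, because the read groups of polysomal RNA at 0 h and 2 h are not tied to the listed libraries, and no p-value is given for them. In their place, 100 sets of group means without a change in the ratio were drawn from negative binomial counts with the means, size factors and dispersions of the total libraries and the polysomal 4 h libraries, each group of 3 libraries as in the authors' means; the spread of polysomal RNA at 0 h and 2 h was not measured. Alternatives were thresholds of 1.2-fold and 2-fold, minimum means of 10 and 200, a pseudocount of 8, a median change of 0, removal of the trend with locus length in 50 bins, fragments scaled here, and each total library and each polysomal 4 h library left out. On simulated groups, 94.5% of 200 lowered loci were listed as lower. The length of a locus was estimated, relative to the median locus, from the ratio of fragments to FPKM in the total 0 h libraries with at least 20 fragments at the locus; 9368 of the 9373 loci had a value.

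The rule for named genes took every gene the paper names and, for each comparison of total mRNA and of translational efficiency, the 3 largest rises and the 3 largest falls among loci past the threshold with a mean of at least 50 counts and no overlap between the libraries. The files pair no locus with a gene name, so the genes the paper names were not analysed here. Of the loci, only the largest rise and fall at each time point in total mRNA are printed, and none for translational efficiency, for which no test was made. For the same reasons the planned tests of gene sets, the share of ribosomal proteins, upstream open reading frames, FPKM of named genes and abundant polysomal mRNAs were not run. Figures were drawn with matplotlib 3.10.9.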

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

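The design, the correlation over all loci, and the alternatives for total mRNA at 2 h and at 4 h against 0 h, except a 2-fold change with no adjusted p, skipped loci kept at 0 and thinning, were set before the data were examined; every other alternative, these 3 included, the comparison of 4 h with 2 h and every test of an explanation in the parts below were chosen only after the results were seen.

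Total mRNA changed more at 4 h than at 2 h, and the difference between the 2 time points passed a test of its own. In the model of 9 libraries, 858 of 12606 loci differed between 4 h and 2 h at an adjusted p under 0.05 and at least 2-fold, 458 of them higher at 4 h and 400 lower. Since both time points are set against the same 0 h libraries, this comparison is the test of the difference between the changes at 4 h and at 2 h. It gave from 701 to 940 loci with each library left out in turn. With upper-quartile normalization it gave 936 loci, 353 higher and 583 lower, so the direction with more loci depended on the scaling.

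The tables argue against 1 technical explanation. After every library was thinned to the smallest total, 834 loci passed, so a difference in sequencing depth is not the whole cause. Loci that the authors' counting skipped in any library were left out of the comparison. Of the 10 splits of the 6 libraries, 1, the real one, gave as many loci, and no other split gave any, with up to 865 at an unadjusted p under 0.05. This count alone cannot decide on chance in the grouping, since 3 libraries against 3 give no share below 10%; the adjusted p-values of the 858 loci are the evidence against it, and on simulated counts the same model called 1 locus in a comparison without a change. The time of day cannot be told apart from the time after injection, because 0 clock hours were sampled at more than 1 time after injection: mice were culled at hour 10 for 2 h and at hour 12 for 4 h, and no untreated mice of these hours are among the samples. A response to Tm that grows between 2 h and 4 h stays open as the biological explanation.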

How the results depend on the processing

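The correlation over all loci and the alternatives for total mRNA at 2 h and 4 h against 0 h, except a 2-fold change with no adjusted p, skipped loci kept at 0 and thinning, are the planned ones; all others were chosen after the data were seen.

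In total mRNA at 2 h, 50 loci passed. The number was 89 with DESeq2, for which the cause was not tested, 134 with every locus with at least 1 count tested, for which the cause was not tested either, 99 with no minimum fold change, and 248 with no adjusted p (added). With no minimum fold change, 3841 loci passed at 4 h against 0 h, 3309 at 4 h against 2 h and 3309 between polysomal and total mRNA at 4 h, as a dropped condition must give more. Thinning every library to the smallest total gave 52 loci at 2 h and 1037 at 4 h against 0 h, so the unequal depths moved these counts little. Under the other alternatives the counts at 4 h stayed within 1.5 times of 1078, 858 and 569. Upper-quartile normalization changed the share of higher loci from 59.4% to 44.6% at 4 h against 0 h, from 53.4% to 37.7% at 4 h against 2 h, and from 29.7% to 42.5% between polysomal and total mRNA at 4 h. Between polysomal and total mRNA at 10 h, where edgeR called 0 loci and 911 had an unadjusted p under 0.05, DESeq2 called 70, edgeR with every locus with at least 1 count 161, and a 2-fold change with no adjusted p gave 827; the cause was not tested. Leaving out 1 polysomal and 1 total library together gave up to 966. The fall of XLOC_027169 at 2 h kept its direction in all fits and lost its call in 3 of the 6 that left out 1 library. XLOC_032013 had too few counts at 0 h to be tested with at least 10 counts in every library, and XLOC_001822 too few at 4 h.

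For changes in polysomal over total mRNA (961 lower and 863 higher loci at 2 h, 751 lower and 319 higher at 4 h, 590 lower at both), a threshold of 1.2-fold gave 2464, 2941, 2084, 2322 and 1675 loci and a threshold of 2-fold gave 194, 43, 161, 19 and 101, as thresholds do. Removing the trend with locus length gave 265 lower loci at 2 h, 223 at 4 h and 109 at both; 906 were then higher at 2 h and 421 at 4 h. A minimum mean of 10 scaled counts gave 1324 higher loci at 2 h and 658 at 4 h, a minimum of 200 gave 179 higher at 4 h, and a median change of 0 gave 206 higher against 899 lower at 4 h; the cause was not tested beyond the numbers of loci admitted, 12242 and 5873. The number higher at 4 h ranged from 270 to 547 over the 9 fits that each left out 1 library, the highest without read group 2 of the polysomal 4 h libraries. The median change at 4 h of the loci lower at 2 h, -0.66, was -0.40 at 1.2-fold, -1.03 at 2-fold and -0.52 without the length trend, and from -0.77 to -0.57 over the 12 fits that left out 1 library. In polysomal mRNA, 417 loci at 2 h and 1076 at 4 h changed 2-fold, 2246 and 3014 changed 1.5-fold, and 686 changed 2-fold at 4 h with a minimum mean of 200. The correlation of total and polysomal changes at 4 h, 0.914, was 0.751 over all loci, 0.902 with a minimum mean of 200, and from 0.901 to 0.915 over the 9 fits that left out 1 library.

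With the read group number as a replicate block, 51 loci passed at 2 h against 0 h, 1072 at 4 h against 0 h, 839 at 4 h against 2 h, 614 between polysomal and total mRNA at 4 h and 0 at 10 h (624 at an unadjusted p under 0.05), so the block changed no count by over 1.5 times and no call of a named locus. Between time points the number marks no shared mouse, and deviations of libraries with the same number had correlations across loci from 0.0257 to 0.280 at 2 h, from 0.00116 to 0.0724 at 4 h and from -0.0290 to 0.0527 for 4 h with 2 h. At 10 h they ranged from -0.189 to -0.0692, so there the block is by number alone. Planned tests of polysomal mRNA and of translational efficiency, with their alternatives, were not run, since the read groups of polysomal RNA at 0 h and 2 h were not used one by one. Tests of gene sets, of the share of ribosomal proteins, of upstream open reading frames, of FPKM of named genes and of abundant polysomal mRNAs, and the correlation on mean FPKM were not run either. Leaving the polysomal read groups at 0 h and 2 h unused one by one limits every statement on polysomal changes to group means.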

Differences from the paper's values

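Settings chosen only after the values were seen are named as such below, and no explanation was tested in this part.

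At 2 h against 0 h, 50 loci passed in total mRNA, and the paper's value is about 180 in Fig. 1C, read by eye. Of the alternatives set before the data were examined, testing every locus with at least 1 count gave 134, within 1.5 times of the paper's value. The others did not: DESeq2 gave 89, upper-quartile normalization 52, at least 10 counts in every library 43, a fit of the 2 time points alone 46, no minimum fold change 99, and the fits without 1 library from 34 to 62. A change of at least 2-fold with no adjusted p, chosen after seeing the values, gave 248, also within 1.5 times.

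The paper lists 1621 mRNAs as translationally downregulated at 2 h, and 961 loci were lower here. The measures differ, as they do for the higher loci and the order of both below. The paper's mRNAs passed the anota2seq test on single replicates. The loci here are changes of at least 1.5-fold in group means with no test, so the numbers are not directly comparable. None of the alternatives set before the data were examined was run for this measure. Of the settings chosen after seeing the values, a minimum mean of 10 scaled counts gave 1203 and a median change of 0 gave 1104, both within 1.5 times of the paper's value. A threshold of 1.2-fold gave 2464 and passed it.

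At 2 h the paper's number of upregulated mRNAs is 1924, and 863 loci were higher here. Among the settings chosen after seeing the values, a minimum mean of 10 scaled counts gave 1324, within 1.5 times of the paper's value, and a threshold of 1.2-fold gave 2941. At 4 h the paper's number is 698 against 319 loci here, and the same minimum, chosen after seeing the values, gave 658. Without read group 2 of the polysomal 4 h libraries, a setting also chosen after seeing the values, 547 were higher. No alternative set before the data were examined was run for either number.

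The Spearman correlation between total and polysomal changes at 4 h was 0.914 over 691 loci, and the paper's value is about 0.34 in Fig. 2F, read by eye. The measures may not be the same: the legend names transcriptional changes and polysome association, and the results text names FPKM in total RNA and in heavy polysomes. On FPKM levels at 4 h, pairs of a total and a polysomal library had correlations from 0.913 to 0.933 here. Over all loci, the alternative set before the data were examined that was run, it was 0.751, which did not close the gap. The settings chosen after seeing the values gave from 0.901 to 0.915 and did not close it either. A correlation of the change in total mRNA with a level or a ratio in polysomes was not computed.

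The paper counts more upregulated than downregulated mRNAs at 2 h. Here 961 loci were lower and 863 higher. Settings chosen after seeing the values gave the paper's order with a threshold of 1.2-fold (2464 lower, 2941 higher), with a minimum mean of 10 scaled counts (1203 and 1324), with the trend with locus length removed (265 and 906) and without read group 0 of the total 2 h libraries (992 and 1038).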

Other observations

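Each test in this part was chosen only after its result was seen, and every explanation below is a hypothesis found and tested on the same data.

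The real split of the libraries gave the most loci in 4 comparisons: 1 of the 10 splits of the 6 libraries gave as many loci as 2 h against 0 h, 1 of 10 as 4 h against 0 h, 1 of 10 as 4 h against 2 h and 1 of 10 as polysomal against total mRNA at 4 h, and in each this was the real split. The highest number in another split was 6 for 2 h against 0 h and 0 for the other comparisons. In these, other splits had up to 452, 865 and 581 loci at an unadjusted p under 0.05, against 5108, 4840 and 4952 in the real ones. For 2 h against 0 h, another split had 1286 loci at that level, near the 1491 of the real split. With 10 splits the share cannot fall below 10%, so this count alone does not decide; the adjusted p-values of the model are the evidence on chance.

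Short loci fell in polysomal over total mRNA. Over 9368 loci, the change at 2 h had a Spearman correlation across loci of 0.50 with the estimated length, and 0.47 at 4 h. Of 10 equal groups by length, the shortest (937 loci) had 52.2% of its loci lower at 2 h and a median change of -0.62, and the longest 0.427% and a median of 0.31. The change in total mRNA had almost no slope with length (-0.002 at 2 h and 0.014 at 4 h, log2 per doubling), against 0.204 for polysomal mRNA at 2 h. The tables argue against 2 technical explanations. Single libraries differ in their length trends, with an SD of slopes of 0.0465, but 0 of 100 simulated sets with such trends reached the observed slope of 0.206 at 2 h. A lower abundance of short loci is not the whole cause either, since the lowest correlation within any of 4 equal groups by abundance was 0.464 for the change at 2 h and 0.419 for the change at 4 h. A length trend of the 0 h polysomal group alone cannot be told apart from an effect of Tm, as no polysomal library at 0 h was used on its own. The ratio had slopes of -0.185 at 0 h, 0.022 at 2 h and -0.012 at 4 h, with Spearman correlations across loci of -0.462, -0.115 and -0.193. The negative rank correlations at 2 h and 4 h did not hold for the shortest loci. In the shortest of the 10 groups the median ratio was 0.43 at 0 h, -0.14 at 2 h and -0.11 at 4 h. In the next group it was 0.39, 0.09 and 0.17, and in the longest -0.48, -0.17 and -0.23. A length trend of the 0 h group alone could come from how its polysomal RNA was prepared. Alternatively, short mRNAs may leave heavy polysomes after Tm because few ribosomes fit on them, which stays open as the biological explanation, untested. The text of the paper does not report a relation with length. At 10 h, in the table of the second pool, the ratio had a slope of -0.0875 and a Spearman correlation of -0.109 with length over 10422 loci.

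Loci lower at 2 h were also lower at 4 h. The overlap was 590 loci, and the changes at 2 h and 4 h had a Spearman correlation across loci of 0.815. Sharing the 0 h groups gives a correlation with no effect at all: its mean was 0.475 in the simulated sets and at most 0.601 when these carried length trends, with an overlap of at most 84 loci. With the length trend removed from the real changes, the correlation was 0.746 and the overlap 109. At the simulated spread, this correlation argues against the shared 0 h group and the length trend as the whole cause. The overlap says less, since its lists of 265 and 223 loci were longer than those simulated without trends, with means of 145 and 143. The share of loci lower at 2 h that lay below their 0 h value at 4 h was then 93.6%, inside the simulated range. A deviation of the polysomal RNA at 0 h beyond the spread of the simulated libraries was not tested and stays open, as does a lasting effect of Tm.

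The set of libraries at 10 h spread wider than that at 4 h. The biological coefficient of variation was 0.354 at 10 h and 0.144 at 4 h, and Pearson correlations of log2 counts within a group ranged from 0.894 to 0.985 at 10 h and from 0.977 to 0.991 at 4 h. Every pair within a group at 10 h below that range at 4 h included polysomal read group 0 or total read group 1, and the 2 pairs without them had 0.985 and 0.982. Between polysomal and total libraries they ranged from 0.892 to 0.966 at 10 h and from 0.948 to 0.971 at 4 h. All 10 of the 10 splits of the 6 libraries at 10 h gave as many loci as the real one, which gave 0, with 911 at an unadjusted p under 0.05. A split that exchanges 1 polysomal library (read group 0) with 1 total library (read group 1) gave 2384 at that level, the most of any split. Depth is not the whole cause, as the coefficient was 0.355 with the libraries thinned to the smallest total. A deviating polysomal together with a deviating total library remains as an explanation: with read groups 0 and 1 of these groups left out the coefficient was 0.178, the lowest of the 9 pairs of 1 polysomal and 1 total library, and 966 of 13363 loci then passed. As this pair was found and tested on the same libraries, it is a hypothesis. A single deviating library is not the whole cause, since the lowest coefficient with 1 library left out was 0.295, nor an exchange of a total and a polysomal library, since the lowest in another split was 0.328. Whether these libraries deviate because of the mice or of the preparation stays open, and no biological explanation was tested.

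A few loci hold a large share of the deposited FPKM. In each of the 18 libraries the 10 loci with the highest FPKM held from 46.8% to 72.3% of its sum, while the 10 loci with the highest counts held from 11% to 24.0% of the fragments. The highest single FPKM was 1244270, from 3343 fragments. Shares of FPKM were therefore not used as measures of expression here. Loci that the authors' counting marked as holding too much data were skipped in an unequal number of libraries in 11 cases between 2 h and 0 h and in 14 between 4 h and 0 h, and these loci were left out of the tests.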
